# Sedanolide Activates KEAP1–NRF2 Pathway and Ameliorates Hydrogen Peroxide-Induced Apoptotic Cell Death

**DOI:** 10.3390/ijms242216532

**Published:** 2023-11-20

**Authors:** Yosuke Tabei, Hiroko Abe, Shingo Suzuki, Nobuaki Takeda, Jun-ichiro Arai, Yoshihiro Nakajima

**Keywords:** sedanolide, ARE, NRF2, oxidative stress, apoptosis

## Abstract

Sedanolide is a bioactive compound with anti-inflammatory and antitumor activities. Although it has been recently suggested that sedanolide activates the nuclear factor E2-related factor 2 (NRF2) pathway, there is little research on its effects on cellular resistance to oxidative stress. The objective of the present study was to investigate the function of sedanolide in suppressing hydrogen peroxide (H_2_O_2_)-induced oxidative damage and the underlying molecular mechanisms in human hepatoblastoma cell line HepG2 cells. We found that sedanolide activated the antioxidant response element (ARE)-dependent transcription mediated by the nuclear translocation of NRF2. Pathway enrichment analysis of RNA sequencing data revealed that sedanolide upregulated the transcription of antioxidant enzymes involved in the NRF2 pathway and glutathione metabolism. Then, we further investigated whether sedanolide exerts cytoprotective effects against H_2_O_2_-induced cell death. We showed that sedanolide significantly attenuated cytosolic and mitochondrial reactive oxygen species (ROS) generation induced by exposure to H_2_O_2_. Furthermore, we demonstrated that pretreatment with sedanolide conferred a significant cytoprotective effect against H_2_O_2_-induced cell death probably due to preventing the decrease in the mitochondrial membrane potential and the increase in caspase-3/7 activity. Our study demonstrated that sedanolide enhanced cellular resistance to oxidative damage via the activation of the Kelch-like ECH-associated protein 1 (KEAP1)–NRF2 pathway.

## 1. Introduction

Oxidative stress is defined as an imbalance between oxidants and antioxidants and is associated with the development of various disorders and diseases [1]. Studies have revealed that reactive oxygen species (ROS) generated endogenously or exogenously triggers oxidative stress [2]. Under homeostatic conditions, ROS plays an important role in such physiological cellular processes as proliferation, differentiation, and growth through signaling [3]. In contrast, excess cellular levels of ROS can cause damage to membranes and macromolecules such as proteins, nucleic acids, and lipids, which is closely related to numerous pathological conditions including cancer, inflammatory diseases, and neurodegenerative diseases [4,5,6]. Thus, it is widely believed that the suppression of excessive ROS generation and the resulting oxidative stress is imperative to prevent various diseases.

One of the major antioxidant defense systems is the Kelch-like ECH-associated protein 1 (KEAP1)–nuclear factor E2-related factor 2 (NRF2) signaling pathway [7]. Under physiological conditions, NRF2 is largely bound to KEAP1 in the cytoplasm and constantly degraded through the ubiquitin–proteasome pathway [8]. In the presence of electrophiles or oxidants, NRF2 is released from KEAP1 and translocated into the nucleus where it subsequently binds to antioxidant response element (ARE), thereby initiating the expression of phase II detoxifying and antioxidant enzymes such as NAD(P)H quinone oxidoreductase 1 (NQO1), glutathione *S*-transferase (GST), and superoxide dismutase [7,9,10]. These antioxidant enzymes reduce oxidative stress and consequently attenuate cellular damage. Therefore, the KEAP1–NRF2 pathway plays a pivotal role in the maintenance of cellular function and redox balance. Some botanically derived and synthetic compounds have been found to activate the KEAP1–NRF2 pathway including curcumin, sulforaphane, resveratrol, and so on [11,12,13], and they are in different phases of clinical trials for the treatment of chronic diseases such as cancer and type 2 diabetes mellitus [14]. Thus, the KEAP1–NRF2 pathway is a potential therapeutic target for treating disorders and diseases driven by oxidative stress [15].

Phthalides are a class of bioactive natural products that are widely distributed in plants, fungi, lichens, and liverworts [16]. Recently, these compounds have attracted much attention owing to their complicated chemical structures and various pharmacological activities including antimicrobial, anti-inflammatory, antitumor, and antidiabetic activities [17]. Sedanolide (Figure 1) is a phthalide-like compound and one of the main constituents of the volatile oil of celery [18,19]. It was found to have mosquitocidal, nematicidal, and antifungal activities [20]. In addition, sedanolide exhibits moderate anti-inflammatory effects through the inhibition of cyclooxygenases 1 and 2, which play crucial roles in the inflammatory process [21]. An in vivo study suggested that sedanolide exhibits anticarcinogenic activity in female mice [22]. Most recently, Li et al. reported that sedanolide protects mice against acetaminophen-induced liver injury by activating the Nrf2 pathway [23]. Thus, although this compound may have the potential to prevent disorders and diseases, the precise mechanism by which it modulates intracellular signaling pathways is unknown.

In this study, we show that sedanolide is a KEAP1–NRF2 pathway activator that upregulates the expression of antioxidant genes, using a cell-based assay and RNA sequencing (RNA-seq) analysis. We also demonstrate that sedanolide confers cytoprotective effects against apoptotic cell death and prevents the decrease in the mitochondrial membrane potential (MMP) and the increase in caspase-3/7 activity induced by hydrogen peroxide (H_2_O_2_)-mediated oxidative stress.

## 2. Results

### 2.1. Sedanolide Activates ARE-Dependent Transcription

To determine whether sedanolide modulates the KEAP1–NRF2 pathway, we used the human hepatoblastoma cell line HepG2 in which activation of the KEAP1–NRF2 pathway can be monitored by the ARE-dependent transactivation of the luciferase gene [24]. Red-emitting beetle luciferase (SLR3) was used for monitoring ARE-dependent transcription, and green-emitting beetle luciferase (ELuc) was used as an internal control to normalize SLR3 luminescence and to monitor viability (Figure 2A). We performed measurements in the sedanolide concentration range of 12.5 to 100 μM because sedanolide did not show significant cytotoxicity in luciferases-expressing HepG2 cells measured by the water-soluble tetrazolium salt (WST-1) assay (Figure 2B). Real-time bioluminescence measurement revealed that sedanolide dose-dependently activated ARE-dependent transcription (Figure 2C). The ARE-dependent transcription in 100 μM sedanolide-treated cells was approximately 8-fold higher than that in untreated cells. In addition, whereas SLR3 luminescence intensity was increased following treatment with sedanolide in a dose-dependent manner (Supplementary Figure S1A), ELuc luminescence intensity did not significantly change (Supplementary Figure S1B), indicating that sedanolide does not nonspecifically upregulate overall transcription but specifically activates ARE-dependent transcription without producing toxicity.

### 2.2. Sedanolide Induces Nuclear Translocation of NRF2

The transactivation of ARE-mediated genes requires the translocation of NRF2 into the nucleus [25]. To determine whether the nuclear translocation of NRF2 is induced by the treatment with sedanolide, intracellular localization in sedanolide-treated cells was examined by Western blot analysis (Figure 3A,B) and immunofluorescence staining (Figure 3C). Luciferases-expressing HepG2 cells were exposed to various concentrations of sedanolide for 24 h, and nuclear and cytoplasmic NRF2 levels were determined by treatment with specific antibodies. As shown in Figure 3A, sedanolide dose-dependently increased the nuclear translocation of NRF2. To further verify this result, we examined the dynamics of NRF2 in a time-dependent manner following exposure to sedanolide. Sedanolide induced the nuclear translocation of NRF2 as early as 1 h after treatment, and the translocation reached its peak at 8 h (Figure 3B). In addition, we utilized fluorescence microscopy to further confirm the sedanolide-induced nuclear translocation of NRF2. Upon treatment with sedanolide, the fluorescence signals from NRF2 (red) and nuclei (blue) almost overlapped, demonstrating that NRF2 was translocated into the nucleus by the treatment with sedanolide (Figure 3C). Collectively, these results indicated that sedanolide triggers the nuclear translocation of NRF2.

### 2.3. Sedanolide Activates the NRF2 Pathway

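RNA-seq was performed on luciferases-expressing HepG2 cells, the hepatoblastoma line that carries the SLR3 and ELuc reporters, exposed to sedanolide at 100 μM for 24 h and on control cells (n = 3 libraries each). Polyadenylated RNA was captured, and 150 bp paired-end reads were aligned by the authors to GRCh38 with STAR and assigned to genes with RSEM. The authors deposited the expected counts from RSEM, which were not normalized, for 61541 Ensembl genes and for both luciferases. A second deposited table gives log2(TPM + 1) for the reporters and a part of the genes. Total expected counts per library were between 16420258 and 22940963 in control cells (median 17553963) and between 19027265 and 26714853 in sedanolide-treated cells (median 25066095). The counts were rounded, filtered with the filterByExpr function of edgeR, normalized by TMM and tested with the quasi-likelihood test of edgeR, which left 14102 genes and both reporters. A gene was called at an FDR of 0.05 and a fold change of 1.5, the thresholds that the methods give. The libraries differed along a direction that did not follow the treatment. In a principal component analysis of log2 CPM, component 1 held 56.1% of the variance and placed control 1, control 2 and sedanolide 3 on one side and control 3, sedanolide 1 and sedanolide 2 on the other. Mitochondrial genes took 1.43% to 2.15% of the counts on the first side and 4.24% to 5.22% on the second. Neither the labels nor the text of the paper give a batch, and each side holds libraries of both conditions, so that sedanolide was also compared with control within each side and in a fit with the side as a term, which was chosen after seeing the data.

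**Figure D1:**
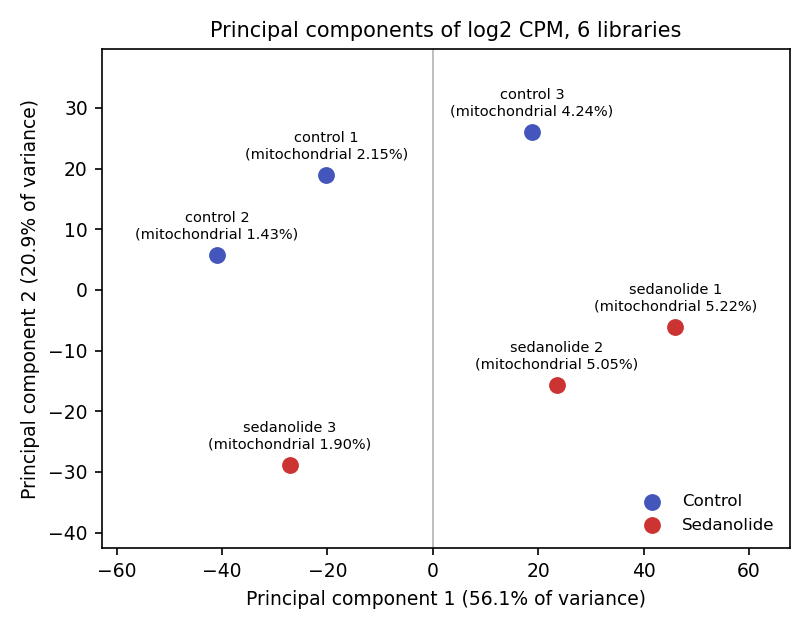
Each point is one of the 6 libraries on principal components 1 (56.1% of the variance) and 2 (20.9%) of log2 CPM, with the share of its counts on mitochondrial genes. The 3 libraries left of 0 on component 1 have mitochondrial shares up to 2.15%, and the 3 to the right have shares of at least 4.24%.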

To further investigate the biological effects of sedanolide, we analyzed the transcriptomic changes of luciferases-expressing HepG2 cells treated with sedanolide for 24 h and compared them with those of control cells. RNA-seq analysis indicated that 32 genes were upregulated and 28 genes were downregulated (fold change > 1.5) in the sedanolide-treated cells (Figure 4A). 

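Of the genes tested, 50 were higher and 44 were lower in sedanolide-treated cells at both thresholds. For all 94 of these genes, the 3 sedanolide libraries lay entirely above or entirely below the 3 control libraries in normalized CPM. The same held for 2586 genes among all those tested (18.3%), where chance gives 10%. At an unadjusted p-value under 0.05, 753 genes were higher and 926 were lower, 1679 in all, and 705.1 would be reached by chance. The biological coefficient of variation was 0.199. The number of genes past both thresholds depended on single libraries. Without control 1 or without sedanolide 2, no gene was called (1065 and 887 genes at an unadjusted p-value under 0.05), whereas 65 higher and 70 lower genes were called without sedanolide 3. The largest numbers came with the side of the library on component 1 as a term, where 150 genes were higher and 229 were lower, among them all of the genes called without the term. With DESeq2 on the same genes, 129 were higher and 197 were lower, again including all of them. Among the genes with the largest increases were AKR1B10, SLC5A11, LUCAT1 and CLIP4. The genes with the largest decreases were G6PC1, PPP1R16B, SLC12A3, ANGPTL1 and KIF12. G6PC1 (ENSG00000131482, glucose-6-phosphatase catalytic subunit 1) lies on chromosome 17 of GRCh38 from 42900797 to 42914438. Its normalized expression was 13.9 ± 4.51 CPM in control cells and 2.27 ± 0.712 CPM in sedanolide-treated cells (SD, n = 3), a log2 fold change of -2.61 (standard error 0.319, adjusted p = 0.0259 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was not past the FDR threshold in 4 of the 6 fits that each left out a library.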

The volcano plot of differentially expressed genes (DEGs) revealed that several NRF2 downstream genes, including *GCLC*, *GCLM*, *PTGR1*, *ABCC3*, *SLC5A11*, *GPX2*, *NQO1*, *TXNRD1*, *GSTA1*, *GSTA2,* and *SRXN1*, were significantly upregulated by the treatment with sedanolide (Figure 4B). In addition, we performed pathway enrichment analysis of DEGs in the sedanolide-treated cells using Wikipathways database [26]. 

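All 11 of these genes were past both thresholds, with log2 fold changes from 1.21 (NQO1) to 2.90 (SLC5A11) and adjusted p-values from 0.00324 to 0.0300 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In each of them the lowest sedanolide library was above the highest control library. SLC5A11 (ENSG00000158865, a sodium/inositol cotransporter, chromosome 16 of GRCh38, 24845841 to 24911628) rose from 2.52 ± 0.915 CPM in control cells to 18.7 ± 6.25 CPM in sedanolide-treated cells (SD, n = 3). Its log2 fold change had a standard error of 0.369, and its counts were between 37 and 60 in control libraries. PTGR1 (ENSG00000106853, prostaglandin reductase 1, chromosome 9, 111549722 to 111599893) rose from 19.7 ± 5.87 to 125.6 ± 32.7 CPM (SD, n = 3), a log2 fold change of 2.67 (standard error 0.286). PTGR1 shares 78 exon bases with ZNF483 on the opposite strand, whose counts came to 11.8% of those of PTGR1. ABCC3 (ENSG00000108846, an efflux transporter, chromosome 17, 50634777 to 50692253) rose from 12.2 ± 0.557 to 42.5 ± 3.61 CPM (SD, n = 3), a log2 fold change of 1.80 (standard error 0.122). In the deposited log2(TPM + 1) table, the log2 fold change of ABCC3 from limma was 1.12. Within the side of component 1 that holds control 1, control 2 and sedanolide 3, the log2 fold changes of the 11 genes were between 1.17 and 2.51. Within the side that holds control 3, sedanolide 1 and sedanolide 2, they were between 1.12 and 2.72. With the side as a term, 11 of the 11 genes were past both thresholds. Across the 6 fits that each left out a library, their log2 fold changes stayed between 1.13 and 3.19, but the number past both thresholds did not stay the same. It was 0 without control 1 and without sedanolide 2, 4 without control 2, 5 without sedanolide 1, 10 without control 3 and 11 without sedanolide 3. All 11 were higher at an unadjusted p-value under 0.05 in each of these fits. The list of 11 was chosen by the study on these libraries.

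**Figure D2:**
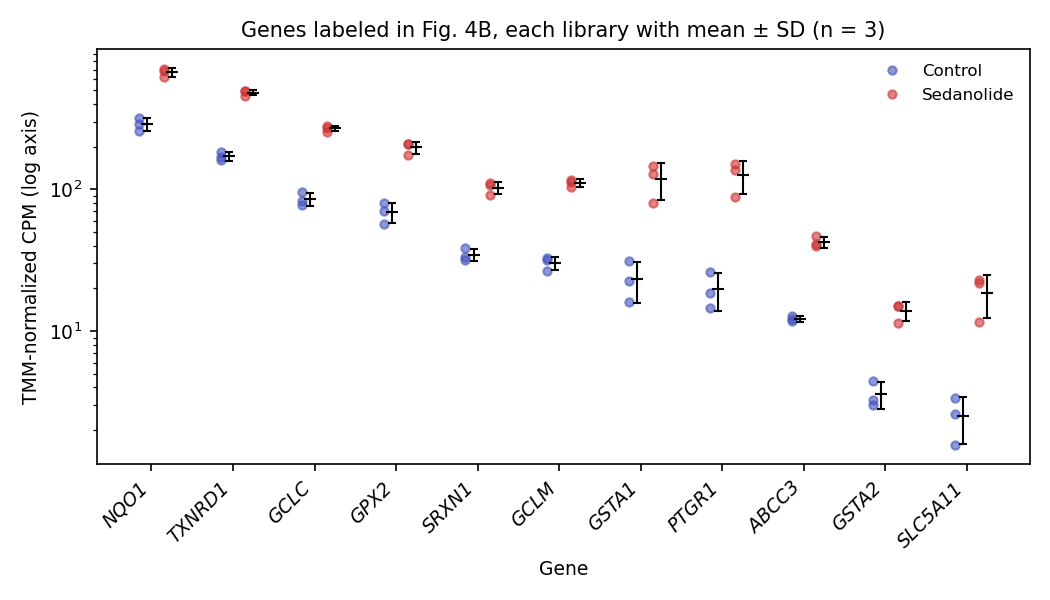
Normalized expression (TMM-normalized CPM, log axis) of the 11 genes labeled in Fig. 4B. Dots are the 3 control (blue) and 3 sedanolide (red) libraries, and the black marks beside them are the mean ± SD. For each gene the red dots all lie above the blue dots.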

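EPHX1, MGST1, AKR1B10 and AKR1C1, genes of detoxification enzymes, were examined together with the 11 genes of Fig. 4B. Of these 15 genes, 14 were past both thresholds when adjusted over all genes tested, and 15 were past them when adjusted over the list alone. The second number is not independent evidence, since the study chose the list on these libraries. EPHX1 (ENSG00000143819, microsomal epoxide hydrolase, chromosome 1 of GRCh38, 225810124 to 225845563) rose from 62.2 ± 6.44 CPM in control cells to 141.0 ± 25.2 CPM in sedanolide-treated cells (SD, n = 3). Its log2 fold change was 1.18 (standard error 0.168, adjusted p = 0.0353 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it shares 28 exon bases with TMEM63A on the opposite strand. The pathway memberships of the Wikipathways database were not used here. Instead, gene lists written from general knowledge were tested with camera of limma at a preset inter-gene correlation of 0.01, and p-values were adjusted over the 14 lists. A list of 30 NRF2 target genes that the paper does not name had 27 genes with enough counts, of which 23 were higher. Its median log2 fold change was 0.64 (adjusted p = 7.14e-13 from camera). Within this list OSGIN1, FTL and FTH1 were past both thresholds, and FTL and FTH1 have pseudogenes that share their sequence. OSGIN1 had a log2 fold change of 1.86, SLC7A11 of 1.19 and SQSTM1 of 1.11. HMOX1, also an NRF2 target, had a log2 fold change of -0.04 and its groups overlapped. A list of 37 genes of glutathione metabolism had 32 genes with enough counts, of which 21 were higher, with a median log2 fold change of 0.09 (adjusted p = 0.00232 from camera). Without the genes that the paper names, 15 of its 26 genes were higher and the median was 0.025 (adjusted p = 0.547). The median of the full glutathione list ranged from 0.0034 without sedanolide 1 to 0.21 without sedanolide 3. Under fry, a test that takes the correlation from the data, both calls held. The adjusted p-values from fry were 0.00135 for the NRF2 list and 0.0206 for the full glutathione list. Without the genes that the paper names, the glutathione list was not past the threshold under fry (adjusted p = 0.612). With an estimated correlation in camera, the adjusted p-values of the NRF2 list and the full glutathione list were 0.0623 and 0.235, and neither call held. With the side of component 1 as a term, the medians were 0.74 (adjusted p = 4.63e-15 from camera) for the NRF2 list and -0.0017 (adjusted p = 0.00782) for the glutathione list. The sign of this second median is not the direction of the camera test. The genes of the glutathione list that the paper names were higher with this term, with log2 fold changes from 0.95 (MGST1) to 2.10 (GSTA1). Without the genes that the paper names, the glutathione list had a median of -0.025 with this term and was not past the threshold (adjusted p = 0.775 from camera).

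**Figure D3:**
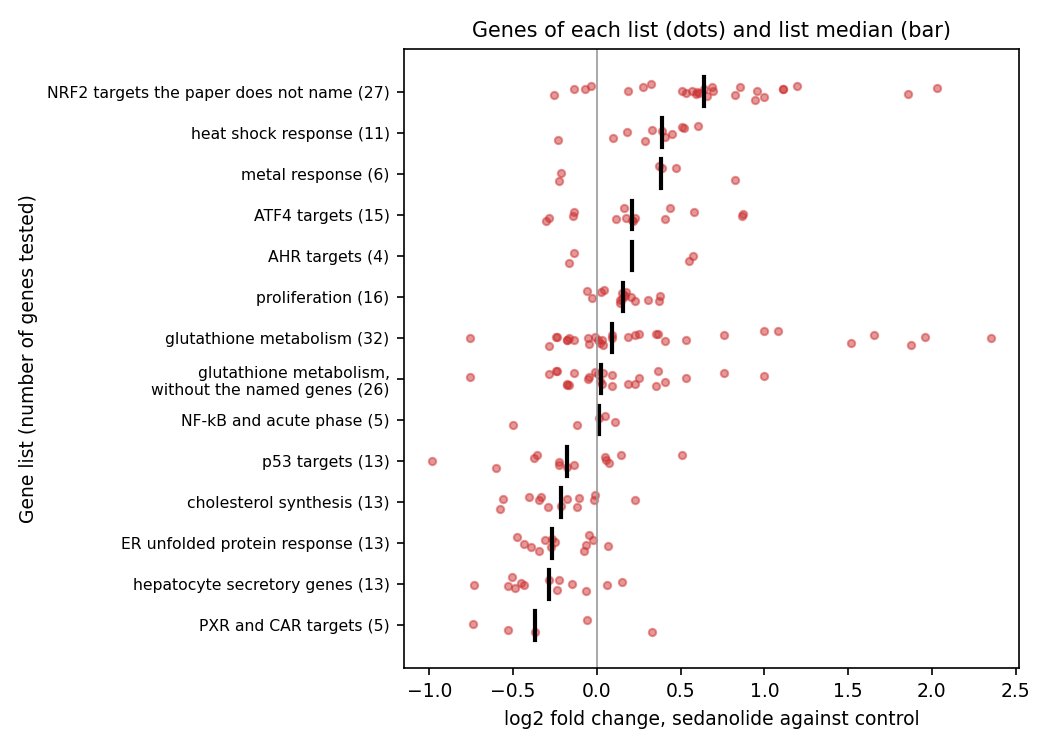
Each dot is the log2 fold change of one gene in sedanolide-treated against control cells, and each black bar is the median of its list, for the 14 lists tested. The NRF2 list has the highest median (0.64), and the glutathione list spreads from GPX3 (-0.76) to GSTA1.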

As shown in Figure 4C, critical pathways involved in the antioxidant activity, such as the NRF2 pathway (WP2884) and glutathione (GSH) metabolism (WP100), were upregulated by the treatment with sedanolide, suggesting that sedanolide treatment induces antioxidant properties in the cells.

### 2.4. Sedanolide Protects against H_2_O_2_-Induced Cell Death

As the above-mentioned results led us to speculate that sedanolide could confer tolerance to oxidative stress, we determined whether sedanolide exerts a cytoprotective effect against H_2_O_2_-induced cell death. Luciferases-expressing HepG2 cells were pretreated with various concentrations of sedanolide for 24 h and then exposed to H_2_O_2_ for an additional 24 h. The H_2_O_2_-induced cell death was assessed in terms of cell viability and cell membrane damage by the WST-1 assay and the lactate dehydrogenase (LDH) release assay, respectively. As shown in Figure 5A, when the cells alone were exposed to H_2_O_2_, their viability significantly decreased in a dose-dependent manner. On the other hand, pretreatment of the cells with sedanolide conferred significant cytoprotective effects against cell death induced by the subsequent treatment with H_2_O_2_. The cytoprotective effects of sedanolide against H_2_O_2_-induced cell death were also assessed by the LDH release assay (Figure 5B). LDH release from cells treated with H_2_O_2_ was significantly decreased in the presence of sedanolide. These results suggested that sedanolide confers significant cytoprotective effects against H_2_O_2_-induced oxidative stress.

### 2.5. Sedanolide Reduces Cytosolic and Mitochondrial ROS Levels Increased by H_2_O_2_

Based on the above results (Figure 5A,B left panels), a concentration of 2 mM H_2_O_2_ was selected for all subsequent experiments to induce H_2_O_2_-mediated oxidative stress. To investigate whether sedanolide reduces oxidative stress, luciferases-expressing HepG2 cells were pretreated with sedanolide for 24 h and then exposed to 2 mM H_2_O_2_ to detect cytosolic or mitochondrial ROS levels. As shown in Figure 6A, whereas a bright signal of 2′7′-dichlorofluorescein (DCF), which shows enhanced fluorescence during ROS generation, was observed in the H_2_O_2_-exposed cells (left bottom panel), the signal intensity was decreased by the pretreatment with sedanolide (right bottom panel). To quantify the effect of sedanolide on the cytosolic ROS levels, the fluorescence intensities of DCF were measured by flow cytometry (Figure 6B). Consistent with the observation by fluorescence microscopy, H_2_O_2_-induced ROS production was statistically attenuated by the pretreatment with sedanolide. Furthermore, mitochondrial ROS levels were assessed by using MitoSOX Red as the fluorescence probe and analyzed by fluorescence microscopy and flow cytometry. Consistent with the results of the cytosolic ROS levels, pretreatment with sedanolide decreased the production of mitochondrial ROS, which is increased in H_2_O_2_-treated cells (Figure 6C,D). We noted that the 24 h treatment with sedanolide did not cause any appreciable variation in the basal levels of both cytosolic and mitochondrial ROS. These results suggested that the cellular antioxidant capacity is enhanced by the treatment with sedanolide, probably owing to the upregulation of the NRF2 pathway and glutathione metabolism, as shown in Figure 4.

### 2.6. Sedanolide Alleviates H_2_O_2_-Induced Apoptosis

Elevated ROS levels cause extensive and irreparable damage to proteins, nucleic acids, lipids, and organelles, which can lead to activation of the cell death process including apoptosis [27]. We next investigated the cytoprotective effects of sedanolide against H_2_O_2_-induced apoptosis. Luciferases-expressing HepG2 cells were pretreated with sedanolide for 24 h and then exposed to 2 mM H_2_O_2_ for an additional 24 h. Then, the cells were stained with fluorescein isothiocyanate (FITC) Annexin V and Ethidium Homodimer III (EthD-III) and visualized under a fluorescence microscope. As shown in Figure 7A, FITC Annexin V and EthD-III signals could barely be detected in control and sedanolide-pretreated cells. Whereas strong fluorescence signals were visible in response to H_2_O_2_ treatment, these signals were decreased by the pretreatment with sedanolide. We next used flow cytometry to assess the degree of H_2_O_2_-induced apoptosis in the absence or presence of sedanolide pretreatment. When the cells alone were exposed to H_2_O_2_, the numbers of early and late apoptotic cells and necrotic cells were increased, which were significantly decreased by the pretreatment with sedanolide (Figure 7B).

The signaling pathways of apoptosis are complex but always rely on the enhanced permeability of mitochondrial membranes and the activation of caspases [28]. To explore the precise mechanisms involved in the anti-apoptotic effect of sedanolide, we further investigated the integrity of MMP and the activity of caspase-3/7 in the H_2_O_2_-treated luciferases-expressing HepG2 cells. MMP status was evaluated using a specific fluorescence probe, tetramethylrhodamine methyl ester (TMRM), which tends to accumulate in healthy mitochondria and produces a red–orange fluorescence signal upon excitation. Fluorescence microscopy observations revealed strong fluorescence in control cells (Figure 8A, left upper panel). Whereas the fluorescence signals were decreased in the H_2_O_2_-treated cells (Figure 8A left bottom panel) owing to the depolarization of the mitochondrial membrane, these signals were retained by the pretreatment with sedanolide (Figure 8A, right bottom panel). Flow cytometric analysis revealed that the number of cells containing healthy mitochondria was decreased by the treatment with 2 mM H_2_O_2_ (Figure 8B). On the other hand, the decrease in the number of healthy mitochondria-containing cells was repressed by the pretreatment with sedanolide.

Caspase-3/7 activity was examined by the CellEvent Caspase-3/7 Green Detection Reagent, which is a nucleic acid-binding dye that harbors the caspase-3/7 cleavage sequence and is fluorescent after being cleaved and bound to DNA. Fluorescence microscopy images showed a significant increase in the intensity of activated caspase-3/7 signals in the H_2_O_2_-treated cells (Figure 8C, left bottom panel) but not in the sedanolide-pretreated cells even in the presence of H_2_O_2_ (Figure 8C, right bottom panel). Flow cytometry was used to quantify the ratio of cells possessing activated caspase-3/7. As shown in Figure 8D, whereas treatment with H_2_O_2_ significantly increased the ratio of cells containing activated caspase-3/7, pretreatment with sedanolide repressed the activation of these caspases. Taken together, these results suggested that sedanolide can protect against H_2_O_2_-induced apoptosis by improving ROS-mediated mitochondrial dysfunction and suppressing the ROS-activated caspase-3/7 signaling pathway.

## 3. Discussion

Phthalides are widely distributed in plants and fungi and exhibit a broad spectrum of biological activities, including antimicrobial, anti-inflammatory, antitumor and antidiabetic activities. However, there are few studies on the bioactivity of sedanolide. In this study, we investigated the cytoprotective effects of sedanolide against H_2_O_2_-induced oxidative stress and explored the mechanism underlying the cytoprotective effects of sedanolide. We found that sedanolide activates the KEAP1–NRF2 pathway, which is followed by the significant upregulation of antioxidant genes. Furthermore, we showed that although H_2_O_2_ treatment decreased cell viability as a result of ROS generation, the pretreatment with sedanolide attenuated the H_2_O_2_-induced mitochondrial damage and apoptotic cell death by reducing cytosolic and mitochondrial ROS generation.

Initially, we revealed that the treatment with sedanolide triggered the nuclear translocation of NRF2 and then activated the ARE-dependent transcription. As sedanolide has an electrophilic α, β-unsaturated carbonyl moiety (Figure 1), it may bind covalently with the thiol group of KEAP1. In general, oxidative stress or electrophilic compounds rapidly lead to the nuclear translocation of NRF2 and the subsequent induction of cytoprotective antioxidant response [29]. After redox homeostasis was achieved, NRF2 was exported from the nucleus to terminate the antioxidant response and then subjected to degradation. Consistent with these observations, we previously found that 5-hydroxy-4-phenyl-butenolide, an NRF2 activator, rapidly increased the ARE-dependent transcription and then gradually decreased it after prolonged incubation [30]. In contrast, as shown in Figure 2C, real-time bioluminescence measurement revealed that the ARE-dependent transcriptional activity increased by the treatment with sedanolide lasted for at least 72 h. Although we do not know the mechanism behind this, we offer a plausible explanation in relation to the nuclear export system. It has been reported that the nuclear export and degradation of NRF2 is controlled by two independent mechanisms involving KEAP1- and Fyn-mediated systems. In the first mechanism, after the induction of NRF2-dependent genes, KEAP1 translocates into the nucleus to mediate the dissociation of NRF2 from ARE and the subsequent formation of the KEAP1–NRF2 complex. This process triggers the export of NRF2 from the nucleus, resulting in the degradation of NRF2 and the termination of NRF2 signaling [31]. In the second mechanism, Fyn, a tyrosine kinase, phosphorylates NRF2 tyrosine 568, which results in the export of NRF2 into the cytosol where NRF2 is degraded by ubiquitination [32]. Hence, it may be possible that sedanolide also inhibits the nuclear translocation of KEAP1 or the phosphorylation of NRF2, leading to the nuclear translocation of NRF2 and the maintenance of ARE-dependent transcriptional activity.

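MGST1 (ENSG00000008394, microsomal glutathione S-transferase 1) lies on chromosome 12 of GRCh38 from 16347142 to 16609259. In the RNA-seq libraries of luciferases-expressing HepG2 cells exposed to sedanolide at 100 μM for 24 h, its expression was 268.6 ± 50.8 CPM against 126.7 ± 13.2 CPM in control cells (SD, n = 3). The log2 fold change was 1.08 (standard error 0.173) and the adjusted p was 0.0513 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, just above the FDR threshold of 0.05. The 3 sedanolide libraries all lay above the 3 control libraries. MGST1 was past both thresholds in 11 of the 19 other settings, 3 of which were chosen after seeing the data, with adjusted p-values from 1.08e-06 with DESeq2 and a filter of 0.5 CPM to 1 with DESeq2 testing against the fold change over all 19. Leaving out sedanolide 3 brought it to an adjusted p of 0.0129. Of the 6 fits that each left out a library, MGST1 was past both thresholds only in this 1, and the adjusted p-values reached 0.336. Among the other genes of the GSH system, GCLM (ENSG00000023909, chromosome 1, 93885199 to 93909456) and GCLC (ENSG00000001084, chromosome 6, 53497341 to 53616970) encode the subunits of glutamate-cysteine ligase. GCLM rose from 30.3 ± 3.25 to 110.9 ± 6.96 CPM and GCLC from 85.2 ± 9.07 to 268.8 ± 12.8 CPM (SD, n = 3), log2 fold changes of 1.87 and 1.66. GPX2 (ENSG00000176153, glutathione peroxidase 2, chromosome 14, 64939152 to 64942746) rose from 69.1 ± 11.6 to 197.6 ± 18.9 CPM (SD, n = 3), a log2 fold change of 1.52. GSTA1 (ENSG00000243955, chromosome 6, 52791371 to 52803860) rose from 23.3 ± 7.60 to 118.6 ± 34.7 CPM (SD, n = 3), a log2 fold change of 2.35. Its neighbor GSTA2 (ENSG00000244067, chromosome 6, 52750087 to 52763475) rose from 3.58 ± 0.777 to 13.9 ± 2.10 CPM (SD, n = 3), a log2 fold change of 1.96. GSTA1 and GSTA2 are paralogs between which RSEM divides reads that match both. From the NRF2 pathway and GSH metabolism among the pathways upregulated in the DEGs (Figure 4C), the paper proposes that sedanolide gives the cells antioxidant properties.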

As shown in Figure 4, the mRNA expression levels of antioxidant enzymes belonging to the GSH system, such as *GPX2*, *GCLC*, *GCLM*, *GSTA1*, *GSTA2*, and *MGST1*, were significantly increased by the treatment with sedanolide. The GSH system, a major thiol-dependent antioxidant system, participates in the defense against oxidative stress through the efficient removal of various ROS by glutathione peroxidase (GPX) [33]. Glutamate cysteine ligase (GCL) is the key rate-limiting enzyme in the biogenesis of GSH and is composed of glutamate cysteine ligase catalytic (encoded by *GCLC*) and glutamate cysteine ligase modifier (encoded by *GCLM*) subunits [34]. Whereas *Gclc*-knockout mice were embryonic lethal, the conditional knockout resulted in critical GSH depletion and increased oxidative stress [35]. Lim et al. have reported that the increased oxidative stress in *Gclm*-knockout mice is correlated with decreased capacity for GSH synthesis [36]. On the other hand, GST plays an important role in oxidative stress tolerance including mediating the conjugation of GSH with a wide variety of electrophilic toxic compounds, and its overexpression confers tolerance to H_2_O_2_-induced cell death [37,38]. In this regard, the upregulation of GSH system-related genes is considered to be associated with cytoprotection against oxidative stress and toxic compounds [39,40]. Consistent with these observations, the pretreatment with sedanolide ameliorates H_2_O_2_-induced oxidative stress through the inhibition of cytosolic and mitochondrial ROS accumulation. Taken together, our findings suggest that sedanolide confers tolerance to both oxidative and xenobiotic stress via the upregulation of the GSH system in cells.

In addition to the upregulation of GSH system-related genes, sedanolide increased the transcript levels of *NQO1*, *TXNRD1* (encoding thioredoxin reductase 1), *SRXN1* (encoding sulfiredoxin 1), *AKR1B10* (encoding aldo-keto reductase family 1 member B10), and *AKR1C1* (encoding aldo-keto reductase family 1 member C1). 

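AKR1B10 (ENSG00000198074, chromosome 7 of GRCh38, 134527567 to 134541412) had the largest fitted fold change of all genes past both thresholds, 9.61-fold. In the RNA-seq libraries (100 μM sedanolide, 24 h), its expression rose from 71.8 ± 19.9 CPM in control cells to 689.8 ± 205.3 CPM in sedanolide-treated cells (SD, n = 3), a log2 fold change of 3.27 (standard error 0.307, adjusted p = 0.0138 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The spread among the sedanolide libraries followed the sides of component 1, with 856.8 and 752.0 CPM in sedanolide 1 and 2 and 460.7 CPM in sedanolide 3. Within the sides, the log2 fold change was 2.92 and 3.11. AKR1C1 (ENSG00000187134, chromosome 10, 4963253 to 4983283) rose from 12.4 ± 2.75 to 61.0 ± 20.3 CPM (SD, n = 3), a log2 fold change of 2.29 (standard error 0.292, adjusted p = 0.0280), and 1.85 and 2.22 within the sides. Both genes have close paralogs, AKR1B15 and AKR1C2, and RSEM divides reads that match more than one gene. NQO1 (ENSG00000181019, chromosome 16, 69706996 to 69726668) rose from 289.7 ± 31.0 to 670.3 ± 46.4 CPM (SD, n = 3). It shares 575 exon bases with a long noncoding RNA on the opposite strand, whose counts came to 0.37% of those of NQO1. TXNRD1 (ENSG00000198431, chromosome 12, 104215779 to 104350307) rose from 171.0 ± 11.4 to 481.1 ± 21.6 CPM (SD, n = 3), a log2 fold change of 1.49 (standard error 0.113, adjusted p = 0.00469). SRXN1 (ENSG00000271303, chromosome 20, 646615 to 653200) rose from 34.5 ± 3.40 to 103.0 ± 9.83 CPM (SD, n = 3), a log2 fold change of 1.58 (standard error 0.133, adjusted p = 0.00847). An annotated gene on the same strand shares 2292 exon bases with SRXN1 and had 0 counts in all libraries. In each of these 5 genes, the 3 sedanolide libraries lay above the 3 control libraries. None of them was past the FDR threshold without control 1 or without sedanolide 2, though all 15 genes of the matrix in Fig. 4C were higher at an unadjusted p-value under 0.05 in those fits.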

NQO1 plays an important role in protecting cells against oxidative stress by scavenging superoxide and catalyzing the reductive metabolism of chemicals [41]. TXNRD1 also plays a role in preventing oxidative stress by reducing the oxidation states of its substrates such as thioredoxin [42]. SRXN1 detoxifies highly reactive peroxides, including H_2_O_2_, and assumes a crucial role in inhibiting cellular damage triggered by oxidative stress [43]. Aldo-keto reductases, such as AKR1B10 and AKR1C1, are a family of enzymes that catalyze the conversion of aldehydes or ketones into their corresponding alcohols, leading to the inhibition of cytotoxic effects [44]. Therefore, antioxidant enzymes regulated via the NRF2 pathway may be collectively involved in the cytoprotective effects of sedanolide.

The present study also showed that sedanolide suppressed H_2_O_2_-mediated cytosolic and mitochondrial ROS production and attenuated oxidative stress-induced apoptotic cell death. Apoptosis, a programmed cell death, is tightly regulated by a variety of factors and can be divided into extrinsic and intrinsic pathways. The former is initiated by death receptors, whereas the latter is associated with mitochondrial dysfunction [45]. In the mitochondrion-mediated intrinsic apoptotic pathway, oxidative stress induces the depolarization of the mitochondrial membrane, resulting in the loss of MMP as the mitochondrial membrane pore opens. Thereafter, the mitochondria release cytochrome c, which activates the cytoplasmic caspase cascade and induces apoptotic cell death [46]. Thus, the loss of MMP is indicative of mitochondrial dysfunction and is an early event in the onset of mitochondrion-mediated intrinsic apoptosis [47]. To evaluate the preventive effect of sedanolide on mitochondrial dysfunction, MMP values were examined by fluorescence microscopy and flow cytometry (Figure 8A,B). We found that whereas the MMP values were significantly decreased in H_2_O_2_-treated cells, these values were restored through the pretreatment with sedanolide.

We also found that sedanolide repressed the increase in caspase-3/7 activity triggered by the treatment with H_2_O_2_. Caspases are intracellular cysteine protease enzymes that play a major role in the apoptotic mechanism, and caspase-3/7 is the final step in both extrinsic and intrinsic apoptotic pathways [48]. Mouse embryonic fibroblasts lacking caspase-3/7 were resistant to both death receptor-initiated apoptosis and mitochondrion-mediated apoptosis [49]. In addition, it has been reported that caspase-3/7 is required for the induction of efficient apoptosis by the activating feedback amplification of upstream apoptotic signals [50]. Therefore, our findings suggest that the anti-apoptotic effects of sedanolide in H_2_O_2_-treated cells may be partially explained by the reduction in caspase-3/7 activity. However, although pretreatment with sedanolide completely abolished caspase-3/7 activation in H_2_O_2_-treated cells (Figure 8C,D), that only partially inhibited H_2_O_2_-induced apoptosis (Figure 7). These results suggest that sedanolide is ineffective in protecting cells from caspase-independent apoptosis such as apoptosis-inducing factor and endonuclease G-mediated pathways.

In conclusion, our results revealed that sedanolide exerts cytoprotective effects against H_2_O_2_-induced cell death. In addition, sedanolide inhibits excessive ROS generation and mitochondrial dysfunction probably owing to its ability to upregulate antioxidant enzymes belonging to the NRF2 pathway and glutathione metabolism. A recent study has suggested that sedanolide activates the NRF2 pathway [23]. Our study describes for the first time the role of the cytoprotective effects of sedanolide in ameliorating H_2_O_2_-induced cell death. Taken together, the results suggest a potential mechanism underlying the cytoprotective effect of sedanolide.

## 4. Materials and Methods

### 4.1. Generation of Luciferases-Expressing HepG2 Cells

Human hepatoblastoma cell line HepG2 was purchased from the RIKEN BioResource Center (Ibaraki, Japan). Luciferases-expressing HepG2 cells were generated as reported previously [24]. Briefly, internal control reporter plasmid pTK-ELuc-PEST-R4-Bsd [51] carrying herpes simplex thymidine kinase (TK) promoter and green-emitting Emerald Luc (ELuc) [52] (Toyobo, Osaka, Japan) from *Pyrearinus termitilluminans* was integrated into HepG2 cells harboring the multi-integrase mouse artificial chromosome (MI-MAC) vector [53,54] (a gift from Dr. M. Oshimura and Dr. Y. Kazuki of Tottori University) by co-transfection with R4 integrase expression plasmid. 

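The ARE used in the reporter of the luciferases-expressing HepG2 cells, TCACAGTGACTCAGCAAAATT, has 21 bases. It had 0 exact matches on either strand of the 25 chromosomes of GRCh38, the mitochondrial genome included. The best match within 2000 bases upstream of NQO1 lies on the minus strand of chromosome 16 from 69727001 to 69727021, 333 bases from the annotated 5′ end of the gene, which is also on the minus strand (GENCODE 44). It reads TCACAGTGACTCAGCAGAATC and shares 19 of the 21 bases with the reporter ARE. The 2 mismatches are A17G and T21C, with positions counted from 1 at the 5′ end of the reporter ARE and its base given first. The next best position in the same stretch has 8 mismatches. With 40 bases on each side, the reference sequence on the strand of the gene is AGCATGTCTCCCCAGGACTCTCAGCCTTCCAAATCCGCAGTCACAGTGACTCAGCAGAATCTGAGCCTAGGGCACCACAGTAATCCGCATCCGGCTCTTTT.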

The selected cells were further co-transfected with a reporter plasmid pARE-TK-SLR3-ϕC31-Neo [30] carrying five tandem repeats of ARE (5′-TCACAGTGACTCAGCAAAATT-3′), TK promoter, and red-emitting Stable Luciferase Red3 (SLR3) from *Phrixotrix hirtus*, and the ϕC31 integrase expression plasmid and the reporter plasmid was integrated into the ϕC31 site of the MI-MAC vector.

### 4.2. Cell Culture and Treatment

Luciferases-expressing HepG2 cells were cultured in Dulbecco’s Modified Eagle Medium (DMEM; Fujifilm Wako Pure Chemical Co., Osaka, Japan) supplemented with 10% fetal bovine serum (FBS; Sigma-Aldrich, St. Louis, MO, USA), 1% Minimum Essential Medium Non-Essential Amino Acids (MEM NEAA; Gibco, Grand Island, NY, USA), and 1 mM sodium pyruvate (Gibco) at 37 °C in a humidified atmosphere with 5% CO_2_. For experiments, cells were seeded in differently sized multi-well plates at a density of 1 × 10^5^ cells/cm^2^ and incubated for 24 h. Subsequently, the cells were pretreated with sedanolide (LKT laboratories, St. Paul, MN, USA) for 24 h and then exposed to H_2_O_2_ (Fujifilm Wako Pure Chemical Co.) for an additional 24 h unless otherwise noted. Sedanolide was dissolved in dimethyl sulfoxide (DMSO) at 100 mM as a stock solution and stored at −30 °C until used. The final concentration of DMSO did not exceed 0.1% throughout the study.

### 4.3. Cytotoxicity Assay

Cell viability was determined using a Premix WST-1 Cell Proliferation Assay System (Takara Bio, Shiga, Japan) according to the manufacturer’s instructions. Cell membrane damage was assessed using a Cytotoxicity LDH Assay Kit-WST (Dojindo Laboratories, Kumamoto, Japan) following the manufacturer’s instructions. 

### 4.4. Real-Time Bioluminescence Measurement

Luciferases-expressing HepG2 cells were seeded in 96-well white clear-bottom plates at 3 × 10^4^ cells/well. After incubation for one day, the medium was replaced with DMEM without phenol red (Gibco) containing 10% FBS (Hyclone; Thermo Fisher Scientific, Inc., Waltham, MA, USA), 1% Glutamax (Gibco), 1% MEM NEAA, 1 mM sodium pyruvate (Fujifilm Wako Pure Chemical Co.), 25 mM HEPES (pH 7.0; Nacalai Tesque, Kyoto, Japan), 300 μM d-luciferin potassium salt (RESEM B.V., Lijnden, The Netherlands), and sedanolide at various concentrations. Bioluminescence was recorded in real time for 5 s at 30-min intervals in the absence (F0 value) or presence (F2 value) of an R62 long-pass filter (HOYA, Tokyo, Japan) at 37 °C in a humidified atmosphere with 5% CO_2_ using a microplate-type luminometer (WSL-1565 Kronos HT; ATTO, Tokyo, Japan). ELuc and SLR3 luminescence intensities were calculated from F0 and F2 values as described previously [55].

### 4.5. Western Blot Analysis

Luciferases-expressing HepG2 cells were seeded in 6-well plates at 9 × 10^5^ cells/well. After incubation for one day, the cells were treated with various concentrations of sedanolide. Cytoplasmic and nuclear fractions were extracted using NE-PER Nuclear and Cytoplasmic Extraction Reagents (Thermo Fisher Scientific, Inc.) according to the manufacturer’s instructions. Protein concentrations were measured using a Pierce BCA Protein Assay Kit (Thermo Fisher Scientific, Inc.) according to the manufacturer’s instructions. Protein levels were analyzed using the capillary electrophoresis western system Wes (ProteinSimple Co., San Jose, CA, USA) following the manufacturer’s instructions. In brief, the protein samples were mixed with the 5× Fluorescent Master Mix (ProteinSimple Co.) and then heated at 95 °C for 5 min. Next, the heated samples, biotinylated protein ladder, primary antibodies, horseradish peroxide-conjugated anti-rabbit secondary antibody, and luminol-peroxide were loaded into the 12–230 kDa Wes Separation Module (ProteinSimple Co.). Primary antibodies Nrf2 (#NBP1-32822; Novus Biologicals, Centennial, CO, USA), lamin B1 (#12586; Cell Signaling Technology, Danvers, MA, USA), and GAPDH (#2118; Cell Signaling Technology) were diluted to 1:50, 1:50, and 1:100, respectively. Protein levels were analyzed using Compass software (version 5.0.1) for Simple Western (ProteinSimple Co.).

### 4.6. Immunofluorescence Analysis

Luciferases-expressing HepG2 cells were seeded on coverslips placed in 24-well plates at 1.8 × 10^5^ cells/well. After incubation for one day, the cells were treated with 100 μM sedanolide for 24 h. The cells were washed with PBS and fixed with 4% paraformaldehyde (Fujifilm Wako Pure Chemical Co.) for 15 min. Then, the cells were washed three times and permeabilized with 0.1% Triton X-100 for 10 min. After permeabilization, the cells were washed three times with PBS and blocked with 1% BSA for 1 h. After that, the cells were incubated with anti-Nrf2 antibody (1:200 dilution). The cells were washed three times with PBS and incubated for 1 h with goat anti-rabbit IgG Alexa 594 (1:1000 dilution; Thermo Fisher Scientific, Inc.). After washing with PBS, the cells were mounted with ProLong Glass Antifade Mountant with NucBlue Stain (Thermo Fisher Scientific, Inc.). Fluorescence images were obtained on a BZ-X710 fluorescence microscope and BZ-X Viewer (version 1.3.0.5) (Keyence, Osaka, Japan).

### 4.7. RNA Sequencing and Data Analysis

Luciferases-expressing HepG2 cells were seeded in 6-well plates at 9 × 10^5^ cells/well. After incubation for one day, the cells were treated with 100 μM sedanolide for 24 h. Total RNA was extracted using an RNeasy Mini Kit (Qiagen, Valencia, CA, USA) according to the manufacturer’s instructions. RNA-seq analysis was outsourced to Genome-Lead Co. Ltd. (Takamatsu, Japan). In brief, mRNA was purified from total RNA samples using a KAPA mRNA Capture Kit (KAPA Biosystems, Potters Bar, UK). Next, a cDNA library was prepared using an MGIEasy RNA Directional Library Prep Set (MGI Tech, Shenzhen, China). The libraries were sequenced on a DNBSEQ-T7RS platform (MGI Tech) using a DNBSeq-T7RS High-Throughput Sequencing Set (MGI Tech), and 150 bp paired-end reads were generated. The quality of the sequence data was evaluated using FastQC. Then, Trimmomatic was used to trim adaptor sequences and remove low-quality reads. The sequences were aligned to the GRCh38 human reference genome using the alignment tool STAR. Reads in transcripts per million (TPM) formats were computed using RNA-seq by Expectation Maximization (RSEM). To identify DEGs and altered pathways, read counts were uploaded and analyzed using the integrated Differential Expression and Pathway (iDEP.96) web-based applications [56]. The DEGs were identified using the DESeq2 method with a false discovery rate (FDR) cutoff of 0.05 and a minimum fold change of 1.5. The analysis of enriched pathways in DEGs was conducted using the Wikipathways database [26] with the results being compiled in the form of histograms. Data are deposited in the NCBI Gene Expression Omnibus (GEO) database under accession number GSE245428.

### 4.8. Measurement of Cytosolic and Mitochondrial ROS Level

Luciferases-expressing HepG2 cells were seeded in 12-well plates at 3.6 × 10^5^ cells/well. After incubation for one day, the cells were pretreated with sedanolide for 24 h and then exposed to H_2_O_2_ for an additional 4 h. 2′,7′-Dichlorodihydrofluorescein diacetate (DCFH-DA; Sigma-Aldrich), which permeates cells and is oxidized by ROS into fluorescent DCF, was used to assess cytosolic ROS levels. After the treatment with H_2_O_2_, the cells were loaded with 20 μM DCFH-DA for 30 min at 37 °C in a humidified atmosphere with 5% CO_2_. Then, the cells were collected and analyzed using a FACSCalibur flow cytometer (Becton, Dickinson and Company, Franklin Lakes, NJ, USA). For the visualization of DCF fluorescence, the cells were observed under a BZ-X710 all-in-one fluorescence microscope and BZ-X Viewer (version 1.3.0.5).

Luciferases-expressing HepG2 cells were seeded in 12-well plates at 3.6 × 10^5^ cells/well. After incubation for one day, the cells were pretreated with sedanolide for 24 h and then exposed to H_2_O_2_ for an additional 24 h. Fluorescent probe MitoSOX Red (Thermo Fisher Scientific, Inc.) was used to measure mitochondrial ROS production. After the treatment with H_2_O_2_, the cells were stained with 5 μM MitoSOX Red for 30 min at 37 °C in a humidified atmosphere with 5% CO_2_. Then, the cells were collected and analyzed using a FACSCalibur flow cytometer. For the visualization of MitoSOX Red, the cells were observed under a BZ-X710 all-in-one fluorescence microscope and BZ-X Viewer (version 1.3.0.5).

### 4.9. Apoptosis Assay

Luciferases-expressing HepG2 cells were seeded in 12-well plates at 3.6 × 10^5^ cells/well. After incubation for one day, the cells were pretreated with sedanolide for 24 h and then exposed to H_2_O_2_ for an additional 24 h. Cell death induced by H_2_O_2_ was assessed using an Apoptotic/Necrotic Cells Detection Kit (Promokine, Heidelberg, Germany) according to the manufacturer’s instructions. In brief, the cells were stained with FITC Annexin V and EthD-III for 15 min in the dark at room temperature. Cellular status was analyzed using a FACSCalibur flow cytometer. Data were collected from at least 10,000 gated events. Cellular status was determined as follows: early apoptosis (Annexin V positive/EthD-III negative), late apoptosis (Annexin V positive/EthD-III positive), necrosis (Annexin V negative/EthD-III positive), and healthy cells (Annexin V negative/EthD-III negative). For the visualization of FITC Annexin V and EthD-III fluorescence, the cells were observed under a BZ-X710 all-in-one fluorescence microscope and BZ-X Viewer (version 1.3.0.5).

### 4.10. Measurement of Mitochondrial Membrane Potential Changes

Luciferases-expressing HepG2 cells were seeded in 12-well plates at 3.6 × 10^5^ cells/well. After incubation for one day, the cells were pretreated with sedanolide for 24 h and then exposed to H_2_O_2_ for an additional 24 h. TMRM (Thermo Fisher Scientific, Inc.), a cationic fluorescent probe taken up by mitochondria in a membrane potential-dependent manner, was used to assess MMP. After the treatment with H_2_O_2_, the cells were loaded with 100 nM TMRM for 30 min at 37 °C in a humidified atmosphere with 5% CO_2_. Then, the cells were collected and analyzed using a FACSCalibur flow cytometer. For the visualization of TMRM, the cells were observed under a BZ-X710 all-in-one fluorescence microscope and BZ-X Viewer (version 1.3.0.5).

### 4.11. Quantification of Caspase-3/7 Activity

Luciferases-expressing HepG2 cells were seeded in 12-well plates at 3.6 × 10^5^ cells/well. After incubation for one day, the cells were pretreated with sedanolide for 24 h and then exposed to H_2_O_2_ for an additional 24 h. The percentage of cells containing active caspase-3/7 was determined using CellEvent Caspase-3/7 Green Detection Reagent (Thermo Fisher Scientific, Inc.) according to the manufacturer’s instructions. After the treatment with H_2_O_2_, the cells were loaded with 5 μM reagent for 30 min at 37 °C in a humidified atmosphere with 5% CO_2_. Then, the cells were collected and analyzed using a FACSCalibur flow cytometer. For the visualization of fluorescence signals, the cells were observed under a BZ-X710 all-in-one fluorescence microscope and BZ-X Viewer (version 1.3.0.5).

### 4.12. Statistical Analysis

All assays were conducted in triplicate at least. Data are expressed as means ± standard deviations (SDs). Comparisons were performed by one-way analysis of variance (ANOVA) or two-way ANOVA followed by Tukey’s multiple comparison test. GraphPad Prism 8.4.3 (GraphPad Software Inc., San Diego, CA, USA) was used for statistical analysis, and a *p* value less than 0.05 was considered statistically significant.

## Figures and Tables

**Figure 1:**
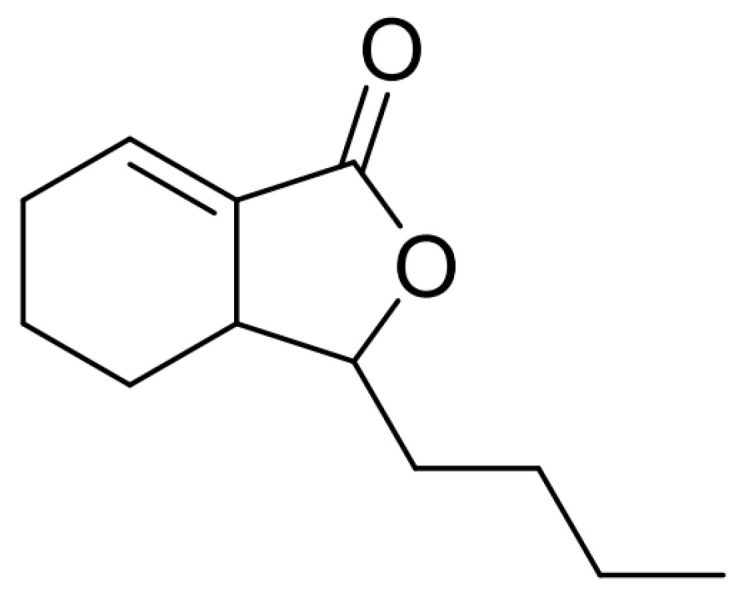
Chemical structure of sedanolide.

**Figure 2:**
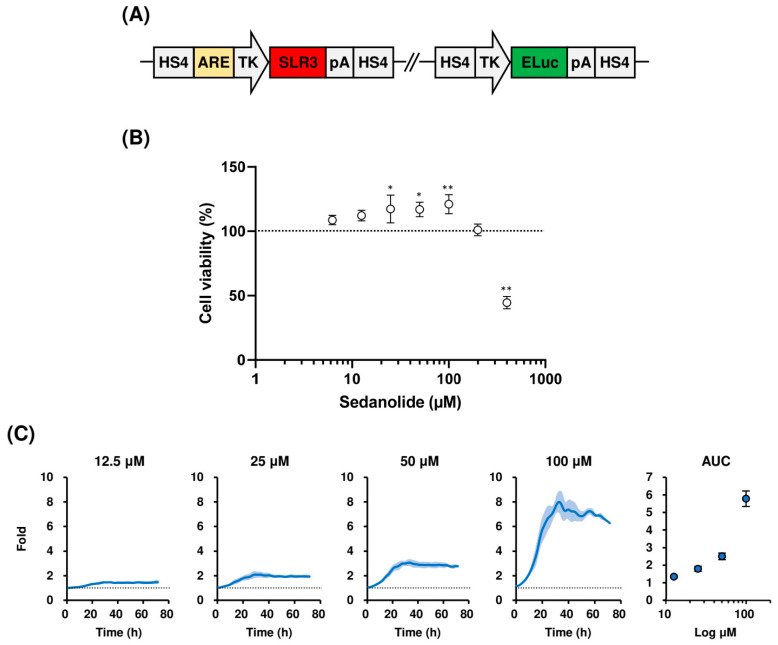
Effects of sedanolide on viability and ARE-driven bioluminescence of luciferases-expressing HepG2 cells. (**A**) Schematic drawing of reporter plasmid. HS4, HS4 insulator; TK, TK promoter; ARE, antioxidant response element; pA, polyA signal. (**B**) Effects of sedanolide on cell viability measured by WST-1 assay. The results are expressed as percent of untreated controls (dotted horizontal line). Values are means ± SD, *n* = 3, one-way ANOVA followed by Tukey’s multiple comparison test. * *p* < 0.05, ** *p* < 0.01, compared with untreated control. (**C**) Real-time bioluminescence recordings of sedanolide-treated luciferases-expressing HepG2 cells. The cells were seeded in a 96-well white clear-bottom plate and treated with sedanolide at various concentrations. Bioluminescence was recorded in real time for 5 s at 30-min intervals for 72 h. The time-dependent change in ARE activation is expressed as a fold change where the relative bioluminescence intensity (SLR3/ELuc) of sedanolide-treated cells was normalized to that of untreated control cells at each time point. Dose dependencies are summarized in the area under the curves (AUCs) at the rightmost panel. Values are means ± SD, *n* = 3.

**Figure 3:**
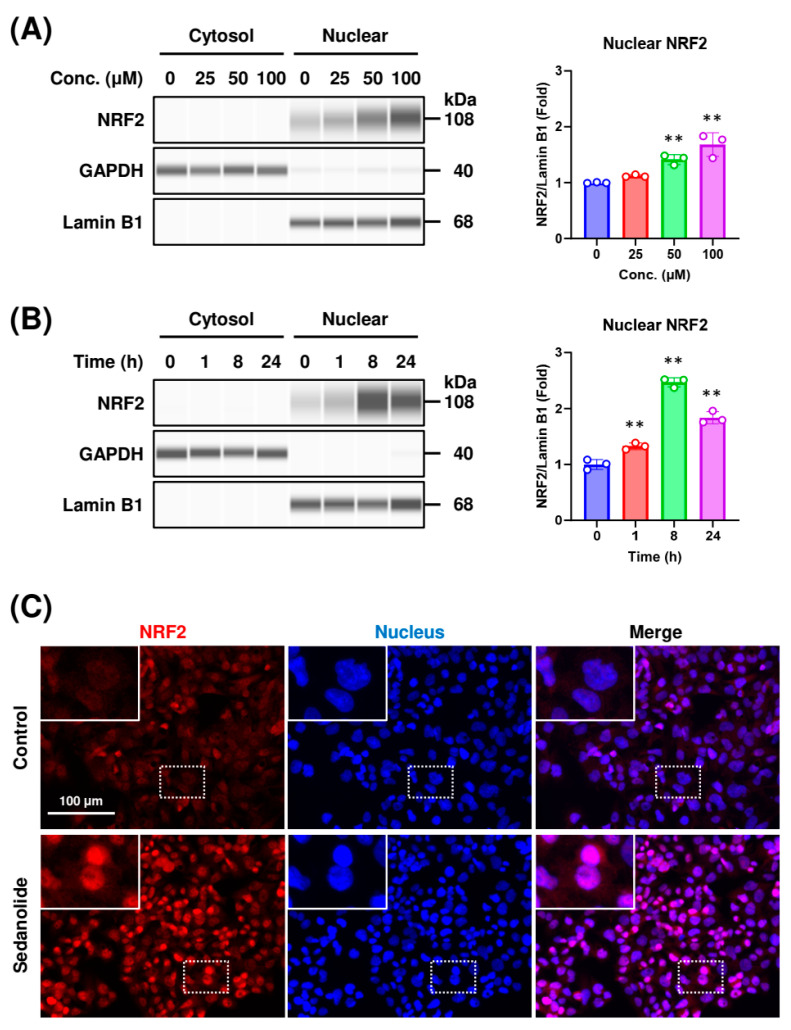
Effects of sedanolide on nuclear localization of NRF2 protein. (**A**) Western blot analysis of cytoplasmic and nuclear NRF2 protein in luciferases-expressing HepG2 cells treated with different concentrations of sedanolide for 24 h. (**B**) Western blot analysis of cytoplasmic and nuclear proteins in cells treated with 100 μM sedanolide for the indicated times. GAPDH and lamin B1 were used as loading control for cytoplasmic and nuclear proteins, respectively. Histogram plots (right panels) show the levels of NRF2 in the nuclei normalized to lamin B1. Values are means ± SD, *n* = 3, one-way ANOVA followed by Tukey’s multiple comparison test. ** *p* < 0.01, compared with untreated control. (**C**) Immunofluorescence analysis of NRF2 proteins. The cells were treated with 100 μM sedanolide for 24 h. Then, the cells were fixed with 4% PFA and permeabilized with 0.1% Triton X-100. NRF2 was probed with a primary anti-NRF2 antibody and visualized with a goat anti-rabbit IgG Alexa Fluor 594 secondary antibody. Nuclei were stained with NucBlue. Fluorescence images were obtained by using a BZ-X710 fluorescence microscope. Insets show high-magnification images of the boxed areas.

**Figure 4:**
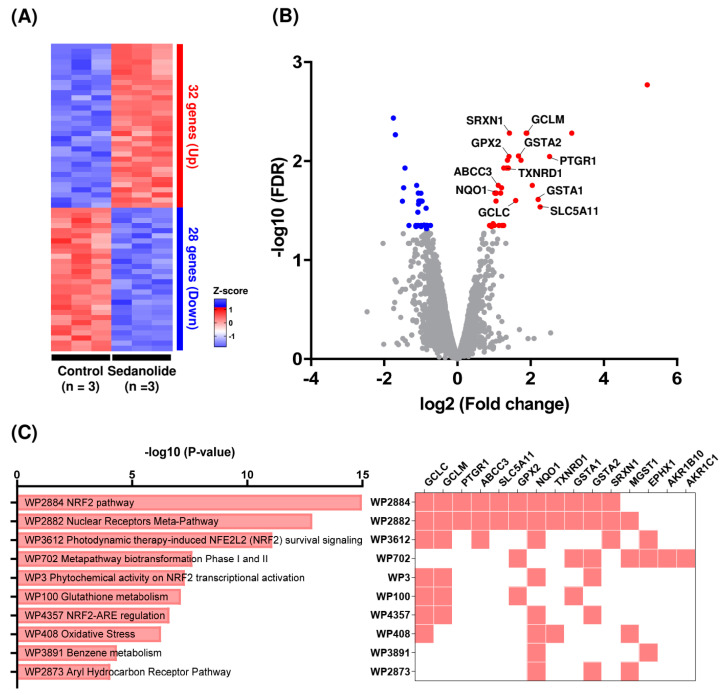
Identification of significant DEGs induced by sedanolide in luciferases-expressing HepG2 cells. (**A**) The number of significant DEGs. Red: upregulation, blue: downregulation. (**B**) Volcano plot of RNA-seq results of sedanolide-treated cells versus control cells. Differential gene expression with log2-normalized fold changes (FCs) in sedanolide-treated cells (*n* = 3) or control cells (*n* = 3) plotted against −log10 FDR. Red dots: upregulated significant DEGs in sedanolide-treated cells (FC > 1.5, FDR < 0.05); blue dots: downregulated significant DEGs in sedanolide-treated cells (FC < −1.5, FDR < 0.05). (**C**) Pathway enrichment analysis in sedanolide-treated cells compared with control cells, as determined by the WikiPathways analysis. Upregulated genes belonging to the corresponding pathways are summarized in the right panel.

**Figure 5:**
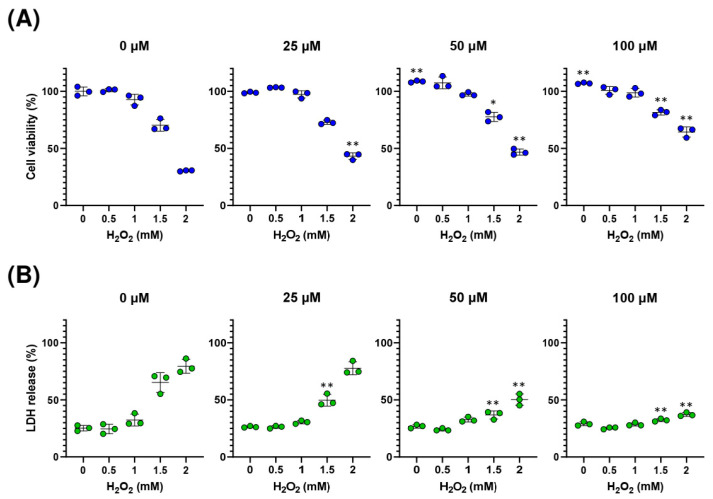
Protective effect of sedanolide on H_2_O_2_-induced cell death in luciferases-expressing HepG2 cells. (**A**) WST-1 assay of H_2_O_2_-induced cytotoxicity in cells pretreated or not pretreated with sedanolide. (**B**) LDH release assay of H_2_O_2_-induced cell membrane damage in cells pretreated or not pretreated with sedanolide. The cells were pretreated with sedanolide at various concentrations for 24 h and then exposed to H_2_O_2_ for an additional 24 h. Values are means ± SD, *n* = 3, two-way ANOVA followed by Tukey’s multiple comparison test. * *p* < 0.05, ** *p* < 0.01, compared with cells exposed to H_2_O_2_ at the corresponding concentrations without sedanolide pretreatment.

**Figure 6:**
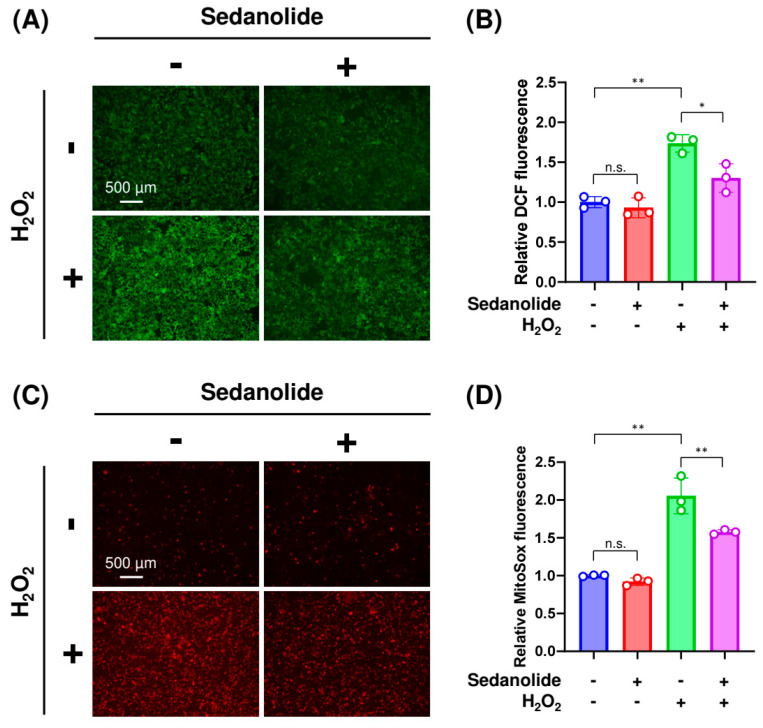
Effects of sedanolide on cytosolic and mitochondrial ROS production in luciferases-expressing HepG2 cells. (**A**,**B**) Effect of sedanolide on cytosolic ROS production in H_2_O_2_-treated cells. The cells were pretreated with sedanolide for 24 h and then exposed to 2 mM H_2_O_2_ for an additional 4 h. Then, the cells were stained with 2’,7’-dichlorodihydrofluorescein diacetate (DCFH-DA) and visualized under a fluorescence microscope (**A**) or analyzed by flow cytometry (**B**). (**C**,**D**) Effect of sedanolide on mitochondrial ROS production in H_2_O_2_-treated cells. The cells were pretreated with sedanolide for 24 h and then exposed to 2 mM H_2_O_2_ for an additional 24 h. Then, the cells were stained with MitoSOX Red and visualized under a fluorescence microscope (**A**) or analyzed by flow cytometry (**B**). Values are means ± SD, *n* = 3, one-way ANOVA followed by Tukey’s multiple comparison test. * *p* < 0.05, ** *p* < 0.01. n.s., not significant.

**Figure 7:**
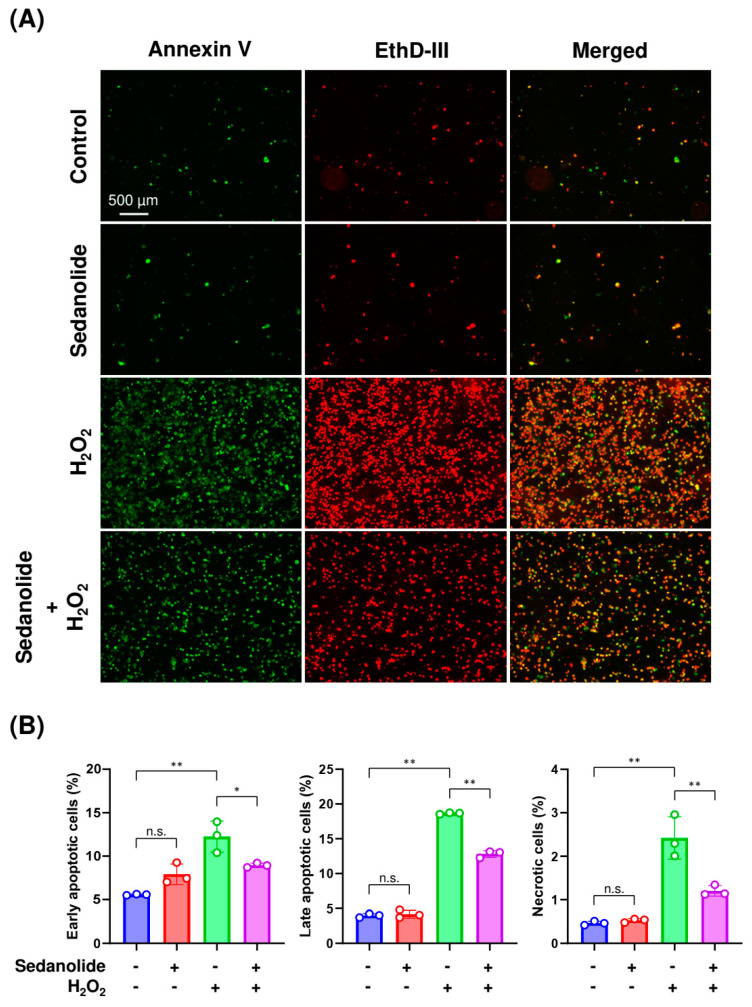
Inhibitory effect of sedanolide on H_2_O_2_-induced apoptosis in luciferases-expressing HepG2 cells. (**A**) Representative images of apoptotic and necrotic cell death by fluorescence microscopy using FITC Annexin V and EthD-III. (**B**) The percentages of early apoptotic, late apoptotic, and necrotic cells were analyzed by flow cytometry. The cells were pretreated with sedanolide for 24 h and then exposed to 2 mM H_2_O_2_ for an additional 24 h. Then, the cells were stained with FITC Annexin V and EthD-III. Values are means ± SD, *n* = 3, one-way ANOVA followed by Tukey’s multiple comparison test. * *p* < 0.05, ** *p* < 0.01. n.s., not significant.

**Figure 8:**
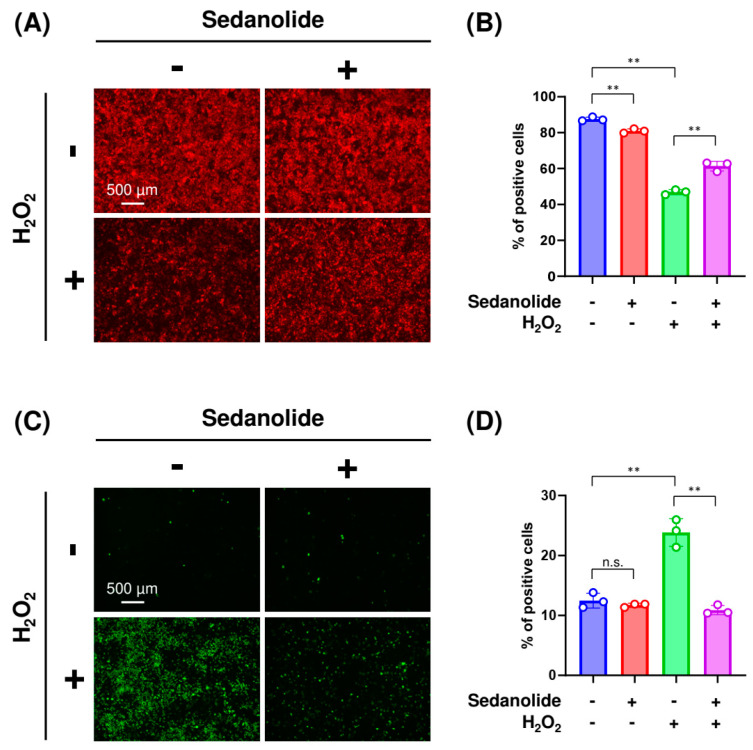
Effect of sedanolide on MMP and caspase-3/7 activity in luciferases-expressing HepG2 cells. (**A**,**B**) Effect of sedanolide on MMP in H_2_O_2_-treated cells. The cells were pretreated with sedanolide for 24 h and then exposed to 2 mM H_2_O_2_ for an additional 24 h. Then, the cells were stained with TMRM and visualized under a fluorescence microscope (**A**) or analyzed by flow cytometry (**B**). (**C**,**D**) Effect of sedanolide on caspase-3/7 activity in H_2_O_2_-treated cells. The cells were pretreated with sedanolide for 24 h and then exposed to 2 mM H_2_O_2_ for an additional 24 h. Then, the cells were stained with CellEvent Caspase-3/7 Green Detection Reagent and visualized under a fluorescence microscope (**C**) or analyzed by flow cytometry (**D**). Values are means ± SD, *n* = 3, one-way ANOVA followed by Tukey’s multiple comparison test. ** *p* < 0.01. n.s., not significant.

## Data Availability

Data are contained within the article and supplementary materials.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms242216532/s1.

# Supplementary material for: Sedanolide Activates KEAP1–NRF2 Pathway and Ameliorates Hydrogen Peroxide-Induced Apoptotic Cell Death
**Source:** Int J Mol Sci. 2023 Nov 20;24(22):16532. doi: 10.3390/ijms242216532
**Supplement:** Supplementary file 1

(A)

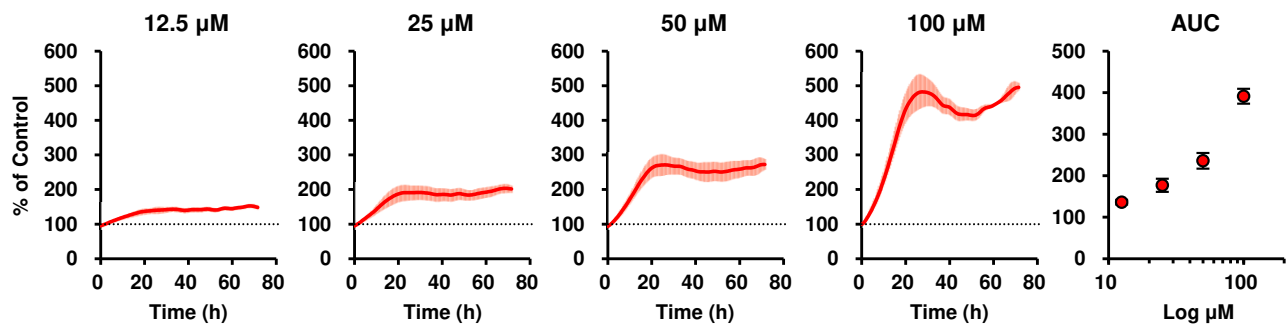

(B)

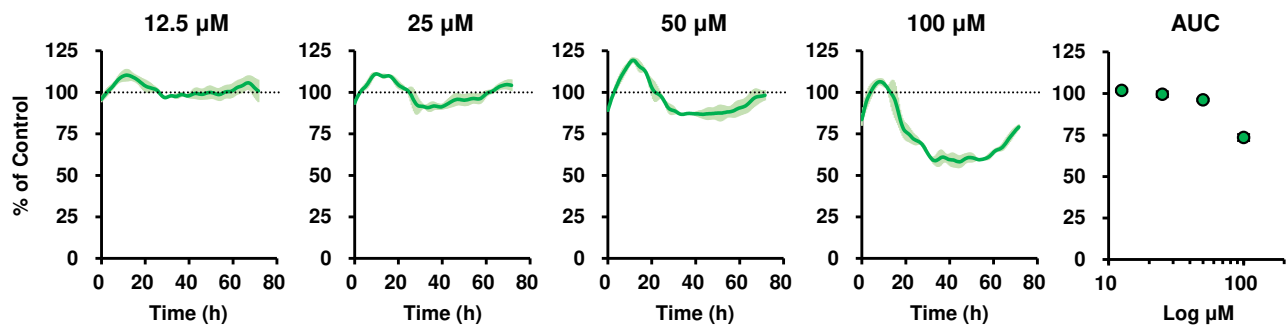

**Supplementary Figure S1.** Real-time bioluminescence recording of sedanolide-treated luciferases-expressing HepG2 cells. Red and green plots represent ARE-TK-driven and TK-driven light outputs of (A) SLR3 and (B) ELuc, respectively. The cells were seeded in a 96-well white clear-bottom plate and treated with sedanolide at various concentrations. Bioluminescence was recorded in real time for 5 s at 30-min intervals for 72 h. Values are means  $\pm$  SD,  $n = 3$ .

How the deposited data were processed for this re-analysis (not part of the article)

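The deposited data cover RNA-seq of luciferases-expressing HepG2 cells, 3 libraries exposed to sedanolide at 100 μM for 24 h and 3 control libraries. According to the methods, mRNA was captured, directional libraries were prepared and 150 bp paired-end reads were sequenced on a DNBSEQ-T7RS platform. The authors checked the reads with FastQC, trimmed them with Trimmomatic, aligned them to GRCh38 with STAR and quantified them with RSEM. The text of the paper does not name the versions of these tools or the annotation release.

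The first deposited table holds the authors' expected counts from RSEM, without normalization, for 61541 Ensembl genes and the 2 luciferases. About 7.90% to 8.59% of its values are not whole numbers, and 35002 of its genes have 0 counts in all libraries. The second deposited table holds log2(TPM + 1) for 11006 genes and luciferases. The added 1 was read from the values, since the TPM recovered by taking it off sum to between 988500.3 and 994763.8 per library, and the filter that the authors used for this table is not stated. The identifiers of 61369 genes were found in GENCODE 44, from which positions were taken, and 3 further genes were named from the second table. The libraries are not duplicates of one another, as counts within each condition differed by more than sampling noise.

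Expected counts per library were 16420258, 22940963 and 17553963 in controls 1 to 3 and 19027265, 26714853 and 25066095 in sedanolide 1 to 3. The 50 genes with most counts took 18.2% to 19.1% of each library. A count of 0 in a library allows up to 3 counts, which was taken as the floor. Such a floor covers counting error only.

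Counts were rounded and analyzed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr, normalized by TMM and fitted with the robust quasi-likelihood method with the condition as the only term. Genes were called at a Benjamini-Hochberg FDR of 0.05 and a fold change of 1.5. Normalized CPM are reported as mean ± SD of 3 libraries. The authors' own test was DESeq2 in iDEP.96 with the same thresholds, and DESeq2 1.42.0 was run as an alternative. The second table was tested as it is with limma 3.58.1.

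The genes named in the text are the 15 genes of the matrix in Fig. 4C, the genes of 14 other proteins that the paper names, and the 5 genes with the largest positive and the 5 with the largest negative log2 fold changes among those past both thresholds whose groups do not overlap. Of these, 3 genes are not reported here, and they stay in all fits and counts. Members of gene lists are named where their list is reported. This rule, the main test, the gene lists and the alternatives other than those stated to be later choices were fixed before the data were examined.

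The lists, written from general knowledge, cover NRF2 targets that the paper does not name, glutathione metabolism with and without the genes that the paper names, AHR targets, PXR and CAR targets, ATF4 targets, the ER unfolded protein response, the heat shock response, the metal response, cholesterol synthesis, p53 targets, proliferation, hepatocyte secretory genes, and NF-kB and acute phase genes. They were tested with camera of limma on log2 CPM at an inter-gene correlation of 0.01, and also with an estimated correlation and with fry, and adjusted over 14 lists. A list of FOXO targets, one of glucocorticoid receptor targets, and lists of histone genes, small RNAs and mitochondrial protein genes were chosen after seeing the data.

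The alternatives were DESeq2 with the same genes, with a CPM filter or testing against the fold change, glmTreat of edgeR, limma-voom, limma-trend, median-of-ratios size factors, library size only, a filter of 0.5 CPM in at least 1 library, all genes with at least 1 count, no robust prior, no fold change cutoff, an FDR of 0.01, a fold change of 2, the replicate number as a term, each library left out in turn, and the second table with a pseudocount of 1 or 0.1. A term for the side of component 1, a correction for GC content and transcript length, and a mean-variance trend on the second table were chosen after seeing the data. All 10 splits of the 6 libraries into 3 and 3 were fitted as well.

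The procedure was tested on simulated data with 3 libraries per group, in which 200 genes were changed. Of 13891 genes tested, edgeR called 54 of 99 genes changed 2-fold and 88 of 100 changed 4-fold, with 11 false calls. DESeq2 called 67 and 92 of these, with 50 false calls. This simulation held no difference shared across genes like that between the sides of the real libraries, where 2062 genes differed. Its rates of recovery and false calls therefore cannot be carried over to the real libraries. In a further simulation, a GC trend was added to the sedanolide libraries only, and 13968 genes were tested. There edgeR made 3374 false calls and 164 true calls, and 7 and 149 after the correction. No library was left out of the main results. Western blots, luminescence and other assays of the paper were not analysed here.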

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

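The main test and the alternatives not stated to be later choices were fixed before the data were examined. The other tests in this part were chosen after the results were seen. Each item is a signal in genes that the paper does not discuss, or in the RNA of reporters for which the paper gives luminescence only. Its change between control and sedanolide-treated cells is larger than the spread between libraries.

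Of the genes with the largest fold changes past both thresholds, 7 that the paper does not name are given here. Of those that rose, LUCAT1, a long noncoding RNA on chromosome 5 from 91054834 to 91314547, had a log2 fold change of 2.86 (adjusted p = 0.00324 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). CLIP4 had 3 to 6 counts in control and 25 to 40 in sedanolide libraries, a log2 fold change of 2.78 (adjusted p = 0.0307). Of those that fell, G6PC1 had a log2 fold change of -2.61 (adjusted p = 0.0259), PPP1R16B of -2.51 (adjusted p = 0.0199, with 28 to 32 counts in control and 4 to 8 in sedanolide libraries), SLC12A3 of -2.11 (adjusted p = 0.0199), ANGPTL1 of -2.05 (adjusted p = 0.0201) and KIF12 of -1.76 (adjusted p = 0.0431). In all 7, the 3 sedanolide libraries lay on one side of the 3 control libraries.

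Several technical explanations were tested for these 7 genes. With the library side on component 1 as a term, 7 of the 7 were past both thresholds, which argues against the side as the whole cause. The same number, 7, was past both after the correction for GC content and transcript length, 7 with every library thinned to the smallest sequencing depth, and 7 with library size only as scaling. None of the 7 was called without control 1 or without sedanolide 2, where 1065 and 887 of all genes had an unadjusted p-value under 0.05. LUCAT1 was past the FDR threshold in 4 of the 6 fits that each left out a library, G6PC1 and SLC12A3 in 2, and the other genes in 1, the fit without sedanolide 3. Calls were lost under other settings as well. With the replicate number as a term none of the 7 was past the threshold (adjusted p from 0.302 to 0.489, with 770 of all genes at an unadjusted p-value under 0.05), and with glmTreat 6 of the 7 were not (0.0631 to 0.187), LUCAT1 being the exception. An FDR of 0.01, a stricter threshold, left LUCAT1 alone. KIF12 was also not past it with a filter of 0.5 CPM (0.0512), KIF12 and CLIP4 not with DESeq2 testing against the fold change (1 and 0.0753), and G6PC1, which with LUCAT1 is the only one of the 7 tested in the log2 table, not in limma on the log2(TPM + 1) table, with or without a trend (0.0683 and 0.0680), or on log2(TPM + 0.1) (0.0935). CLIP4 and PPP1R16B rest on few counts. Reads shared with paralogs were not tested for these genes. A response of the cells to sedanolide, the condition that the design gives, stays open as a hypothesis.

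The RNA of the SLR3 reporter had a log2 fold change of 2.02 (adjusted p = 0.00324), with adjusted p-values from 2.40e-38 to 0.302 across the settings and the fits that each left out a library. It was not past the FDR threshold with the replicate number as a term (0.302), without control 1 (0.0634) or without sedanolide 2 (0.0766). It rose from 16.3 ± 1.73 CPM in control to 65.9 ± 5.67 CPM in sedanolide libraries (SD, n = 3). SLR3 is driven by the ARE, and the paper reports its luminescence but not its RNA. The RNA of the ELuc reporter, the internal control, had a log2 fold change of -0.84 (adjusted p = 0.131 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with adjusted p-values from 0.00288 to 1 across the settings and the fits that each left out a library. ELuc RNA fell from 18.6 ± 0.121 CPM to 10.4 ± 2.43 CPM (SD, n = 3), below control in 3 of 3 sedanolide libraries. It was past both thresholds with DESeq2 under either filter and with the side as a term. For ELuc luminescence, a different measure from RNA, the paper reports no significant change. As an alternative to a lower ELuc RNA level, library scaling is argued against by a log2 fold change of -0.8905 with library size only. The library side is argued against by -0.9387 with the side as a term. Reads shared between the reporters, if divided by abundance, would move from ELuc to SLR3 as SLR3 rises and would leave expected counts that are not whole numbers. Of the 12 expected counts of both reporters, 0 were not whole, against 12 of 12 for the paralogs GSTA1 and GSTA2, a pair chosen after their counts were seen. Whole counts in all libraries are common, at 67.4% of the 6575 genes with a mean count in the range of the reporters. The whole counts argue against reads divided by abundance, and do not bear on reads lost or assigned in another way. An effect of sedanolide on the transcription or stability of ELuc RNA was not tested. The ratio of SLR3 to ELuc counts was 0.874 ± 0.0972 in control and 6.50 ± 1.01 in sedanolide libraries (SD, n = 3), with a ratio of the geometric means of 7.41 (two-sided exact permutation test, p = 0.1, the smallest that 3 libraries against 3 allow).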

How the results depend on the processing

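The side term, the GC and length correction and the trend on the second table were chosen after seeing the data. Counts are of genes higher and lower at both thresholds (50 and 44 in the main results), and changes in other results are counts among 34 genes and 11 lists. The cause of a change was not tested unless the setting itself shows it.

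With DESeq2 there were 129 and 197 genes, and 2 genes became stronger. With DESeq2 and genes of at least 0.5 CPM there were 131 and 184. The AHR list reversed to a median of -0.13 and the NF-kB list to -0.048, while 2 genes and 1 list became stronger. Tests against the fold change itself are stricter by construction. DESeq2 gave 23 and 12 genes, with 3 genes weaker. glmTreat gave 9 and 2 genes, 5 of the 11 genes of Fig. 4B and 6 of the 15 of the matrix in Fig. 4C, with 14 genes weaker. At an FDR of 0.01, a stricter threshold, there were 8 and 2 genes, 5 of the 11 and 5 of the 15, with 15 genes weaker. At a fold change of 2 there were 41 and 28 genes. Without a fold change cutoff the numbers were those of the main results.

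limma-voom gave 53 and 50 genes, limma-trend 57 and 51, median-of-ratios size factors 52 and 46 and the fit without a robust prior 56 and 53. Among the single genes and lists these 4 settings left every direction as it was. MGST1 became stronger in 3 of them and the list of ATF4 targets in 2. With library size only there were 50 and 59 genes. The NF-kB list reversed to -0.034 and the glutathione list without the named genes to -0.020, and 1 gene and 1 list became stronger. With a filter of 0.5 CPM there were 49 and 40 genes, with 1 gene weaker and 1 list stronger, and the AHR list reversed to -0.13 and the NF-kB list to -0.050. With all genes of at least 1 count there were 78 and 79, and 1 gene and 2 lists became stronger. The medians of the AHR list (-0.12) and the NF-kB list (-0.49) reversed, the second of these past its threshold (adjusted p = 0.0211).

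On the log2(TPM + 1) table there were 32 and 28 genes, on log2(TPM + 0.1) 32 and 35, and with a trend 33 and 30. In each of these 1 gene became weaker, and 1 became stronger on log2(TPM + 1) with and without the trend. This table holds fewer genes, and of the 60 genes called on it, 48 were past both thresholds in the counts. The alternative without a filter on this table was not run, since it was used as it is.

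With the side as a term there were 150 and 229 genes, with all 50 and 44 kept, and 2 genes and 1 list became stronger and 2 lists weaker. The median of the glutathione list moved to -0.0017, about 0, and the list stayed past its threshold (adjusted p = 0.00782 from camera of limma). The sign of that median is not the direction of the camera test. The median of the glutathione list without the named genes reversed to -0.025, that of the NF-kB list to -0.028 and the log2 fold change of LMNB1 to 0.17. After the GC and length correction there were 60 and 66 genes, with 49 and 39 shared with the main results, and 1 gene and 1 list became stronger. With an estimated correlation, the NRF2 list, at a median of 0.64, had an adjusted p of 0.0623 and the glutathione list, at 0.0895, of 0.235, and 5 other lists became weaker. Under fry, 2 other lists became weaker and 1 stronger.

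With the replicate number as a term there were 0 and 0 genes (770 at an unadjusted p-value under 0.05), 0 of the 11 and 0 of the 15 genes, though all 11 and all 15 were higher at an unadjusted p-value under 0.05. The numbers 1 to 3 are shared by control and sedanolide libraries but do not pair them. After the means of the conditions were taken off, the correlations between libraries of one number were -0.13, -0.30 and -0.73, and the term uses degrees of freedom. With it 22 of the 34 genes and 1 list lost their call.

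Across the 6 fits that each left out a library, the genes higher ranged from 0 to 65 and those lower from 0 to 70. The lowest numbers, 0 and 0, were without control 1 and without sedanolide 2 (1065 and 887 genes at an unadjusted p-value under 0.05), and the highest without sedanolide 3. There were 5 and 2 genes without control 2, 21 and 7 without control 3, and 10 and 2 without sedanolide 1. The genes of Fig. 4B past both thresholds ranged from 0 to 11 and those of Fig. 4C from 0 to 15, and all were higher at an unadjusted p-value under 0.05 in each fit. With fewer libraries a fit has fewer degrees of freedom, but the numbers depended on which library was left out. Of the 34 genes, 22 lost their call without control 1, 16 without control 2, 7 without control 3, 14 without sedanolide 1, 22 without sedanolide 2 and 0 without sedanolide 3. Medians ranged from -0.17 to 0.22 for the AHR list, from -0.17 to 0.16 for the NF-kB list and from -0.040 to 0.12 for the glutathione list without the named genes. Log2 fold changes ranged from -0.21 to 0.029 for NFE2L2, from -0.36 to 0.030 for FYN and from -0.49 to 0.21 for LMNB1. The NRF2 list stayed between 0.62 and 0.72 and past its threshold in all 6 fits. The 15 genes of Fig. 4C stayed higher under every setting run and every library left out. Depth limits CLIP4 and PPP1R16B, whose counts in 1 condition were at or under 8.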

Differences from the paper's values

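The number of genes higher after sedanolide was 50 here and is 32 in the paper. Of the alternatives set before the data were examined, DESeq2 testing against the fold change (23), a fold change of 2 (41), limma on the log2(TPM + 1) table (32) and limma on log2(TPM + 0.1) (32) came within the margin, a ratio of 1.5 for the numbers of genes, and the others did not. DESeq2, which the methods of the paper name, gave 129 at the stated thresholds. With a trend on the log2(TPM + 1) table, chosen after seeing the values, it was 33.

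The number of genes lower was 44 here and is 28 in the paper. A filter of at least 0.5 CPM in at least 1 library (40), a fold change of 2 (28), limma on the log2(TPM + 1) table (28) and limma on log2(TPM + 0.1) (35) came within the margin, and the other alternatives set before the data were examined did not. DESeq2 at the stated thresholds gave 197. With a trend on the log2(TPM + 1) table, chosen after seeing the values, it was 30. Limma on the log2(TPM + 1) table was the only setting run that gave both of the paper's numbers, 32 higher and 28 lower. The methods name DESeq2 on read counts, so that the table and test behind the paper's numbers stay open.

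The log2 fold change of ABCC3 was 1.80 here and is about 1.1 in Fig. 4B of the paper, read by eye. Limma on the log2(TPM + 1) table (1.12) and on log2(TPM + 0.1) (1.17) came within the margin, and the other alternatives set before the data were examined did not. The log2 fold change of NQO1 was 1.21 here and is about 1.0 in Fig. 4B of the paper, read by eye. Library size only (1.17), the fit without control 2 (1.13), the fit without sedanolide 2 (1.16), limma on the log2(TPM + 1) table (1.06) and limma on log2(TPM + 0.1) (1.06) came within the margin, and the others set before the data were examined did not. For both genes, limma with a trend on the log2(TPM + 1) table, chosen after seeing the values, gives the fold change of that table. With the side as a term, also a later choice, NQO1 (1.15) came within the margin and ABCC3 (1.77) did not. The margin for a fold change was the square root of the summed variances of both conditions in log2 CPM, 0.185 for NQO1 and 0.137 for ABCC3. This margin is wider than a pooled SD between libraries. The other 9 of the 11 genes read by eye in Fig. 4B came within it, though SLC5A11 (2.90 here and about 2.3 in Fig. 4B, read by eye) did so only through a wide margin of 0.772. With the larger SD of a condition as the margin, chosen after seeing the values, SLC5A11 (0.566) and SRXN1 (0.142, with 1.58 here and about 1.4 in Fig. 4B, read by eye) would differ as well.

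The paper states that MGST1 was significantly increased. Here its log2 fold change was 1.08 with an adjusted p of 0.0513 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. It was past both thresholds with DESeq2, with DESeq2 and a filter of 0.5 CPM, with limma-trend, with median-of-ratios size factors, with library size only, with all genes of at least 1 count, without a robust prior, without sedanolide 3 and in limma on the log2(TPM + 1) table (adjusted p = 0.0459, in a range from 1.08e-06 to 1). The same held with a trend on that table, with the side as a term and after the GC and length correction, all chosen after seeing the values.

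Among the genes labeled in Fig. 4B of the paper, PTGR1 lies farthest to the right. Here SLC5A11 had the larger log2 fold change, 2.90 against 2.67 for PTGR1, whereas limma on the log2(TPM + 1) table gave 2.26 for SLC5A11 and 2.52 for PTGR1. On log2(TPM + 0.1), limma gave 2.73 for SLC5A11 and 2.56 for PTGR1, so that the order on this table depended on the pseudocount. Fig. 4B also shows an upregulated gene without a label farther to the right than all labeled genes. In the counts, the largest log2 fold change past both thresholds was 3.27, of AKR1B10. In the log2(TPM + 1) table it was 5.19, of SNORA23.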

Other observations

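The main test, and the alternatives and gene lists that are not said to be later choices, were fixed before the data were examined. The other tests of this part were chosen after the results they bear on were seen.

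All 10 splits of the 6 libraries into 3 and 3 were fitted in the same way. As many genes past both thresholds as for the real split were found in 2 of the 10 splits. The other split, control 1, control 2 and sedanolide 3 against the rest, follows the sides of component 1 and gave 2062 genes. The remaining 8 splits gave 0 genes, with 37 to 1104 genes at an unadjusted p-value under 0.05. As many of the 15 genes of the matrix in Fig. 4C past both thresholds were found in 1 of the 10 splits, the real one. The p-value of camera was as small in 1 of the 10 splits for the NRF2 list and in 1 of the 10 for the glutathione list, again the real one. The next smallest for the NRF2 list was 4.46e-06. With 3 libraries against 3 the share of splits cannot be under 0.1. With the side as a term, 379 genes were past both thresholds for sedanolide.

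Between the sides, 844 genes were higher and 1218 lower on the side of control 3, sedanolide 1 and sedanolide 2. A list of 12 small RNAs without poly(A) tails, chosen after seeing the data, was higher there by a median log2 fold change of 2.53 (12 of 12 genes), and 13 mitochondrial protein genes by 1.27 (13 of 13). What raised the mitochondrial protein genes was not tested. Carryover of RNA without poly(A) tails may have contributed to the rise of the small RNAs. Histone genes that depend on replication, which would be raised by it, had a median of 0.2793 (14 of 22 higher, adjusted p = 0.0890 from camera of limma), so that carryover and other origins cannot be told apart for the small RNAs. Among the protein-coding nuclear genes, the tables argue against several explanations as the whole cause. When the test held only protein-coding nuclear genes other than histones, 1680 genes still differed between the sides, which argues against carryover. The correction for GC content and transcript length left 1958, and thinning every library to the smallest sequencing depth, 16420241 counts, left 1993. An exchange of control 3 and sedanolide 3 is argued against by the reporters, since the lowest SLR3 to ELuc count ratio of a sedanolide library was 5.5039 times the highest of a control library. A list of 16 proliferation genes was higher on the side of control 3, sedanolide 1 and sedanolide 2 by a median of 0.2678 (15 of 16 genes, adjusted p = 0.00112 from camera of limma). This fit had no term for the condition, and that side holds 2 of the 3 sedanolide libraries. A difference in the state of the cultures stays open and cannot be told apart from a batch by this value, and the histone genes follow replication as well. A batch of cells or of library preparation was not tested, as the labels and the text give none.

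SNORA23, a small nucleolar RNA of 182 bases on chromosome 11 from 9428773 to 9428954, had the largest log2 fold change in the log2(TPM + 1) table, 5.19 (adjusted p = 0.00170 from limma with Benjamini-Hochberg adjustment). It was chosen for mention after its values were seen. Its counts were 0 in the 3 control libraries and 4, 4 and 2 in the sedanolide libraries, 10 in total, and filterByExpr removed it from the counts. The control libraries are at the floor, and its value in the table likely reflects few reads on a short gene, given the total of 10. No biological explanation was tested.

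Among genes of other proteins that the paper names, KEAP1 had a log2 fold change of 0.65 (standard error 0.206, unadjusted p = 0.0157, adjusted p = 0.278 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was higher in 3 of 3 sedanolide libraries. With the side as a term it was 0.48 (adjusted p = 0.0477, in a range from 0.0477 to 1), under the fold change cutoff. NFE2L2, which encodes NRF2, had a log2 fold change of -0.09 (standard error 0.151, adjusted p = 0.842). Its exons share 3509 bases with HNRNPA3 on the opposite strand, whose counts were higher than its own. FYN had -0.10, SOD1 0.33, SOD2 -0.28, CYCS 0.37, AIFM1 0.23, ENDOG 0.29, GAPDH 0.21 and LMNB1 -0.058 as log2 fold changes, and none of these was past the FDR threshold under any setting run. ENDOG shares 459 exon bases with SPOUT1 on the opposite strand. NFE2L2 and FYN changed sign without sedanolide 3 (0.029 and 0.030) and LMNB1 without control 2, without sedanolide 2 and, by most, without sedanolide 1 (0.21). PTGS1 had 0 to 3 counts per library and PTGS2 had 0, so that a change in them was not detectable at this depth.

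Of the lists for other responses, 5 passed an adjusted p of 0.05 from camera. The heat shock response was higher (11 genes, median 0.39, adjusted p = 0.0307, 10 of 11 higher), as was proliferation (16 genes, 0.16, 0.0269, 14 of 16 higher). Lower were the ER unfolded protein response (13 genes, -0.27, 0.0434, 12 of 13 lower), cholesterol synthesis (13 genes, -0.21, 0.0164, 12 of 13 lower) and hepatocyte secretory genes (13 genes, -0.29, 0.000514, 11 of 13 lower). Under fry the calls of the last 3 held (adjusted p = 0.0319, 0.00135 and 0.00135) and those of heat shock (0.179) and proliferation (0.323) did not, and under an estimated correlation none held. With the side as a term the ER unfolded protein response (0.0510) and proliferation (0.197) were not past the threshold. Of the 6 fits that each left out a library, the ER unfolded protein response was past it in 1 (medians from -0.35 to -0.14, adjusted p up to 0.117), proliferation in 3 (0.074 to 0.27, up to 0.223), heat shock in 5 (0.22 to 0.53, up to 0.130), cholesterol synthesis in 5 (-0.27 to -0.17, up to 0.0560) and hepatocyte secretory genes in 6 (-0.38 to -0.28, up to 0.00992). AHR targets (4 genes, 0.21, adjusted p = 0.361), PXR and CAR targets (5 genes, -0.37, 0.192), ATF4 targets (15 genes, 0.21, 0.0504), metal response (6 genes, 0.38, 0.547), p53 targets (13 genes, -0.18, 0.306) and NF-kB and acute phase genes (5 genes, 0.011, 0.605) were not past it, though ATF4 targets were in 9 other settings, with the side as a term among them (0.00782). With all genes of at least 1 count, the PXR and CAR list (median -0.44, adjusted p = 0.0442) and the NF-kB list (-0.49, 0.0211) were past it as well. For the NF-kB list the sign of the median differs from the 0.011 of the main results, where camera already gave the direction as down. The PXR and CAR list was also past the threshold without control 1 (-0.52, 0.0293). Over the other settings, the adjusted p of ATF4 targets ranged from 0.00782 to 0.224, that of the PXR and CAR list from 0.0442 to 0.382 and that of the NF-kB list from 0.0211 to 0.773. Without control 3 the medians of the AHR and NF-kB lists were -0.17 and -0.17. No gene of these 11 lists was past both thresholds.

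DEPP1 (log2 fold change -1.67, adjusted p = 0.00324), G6PC1 (-2.61, 0.0259), SGK1 (-1.59, 0.00324) and IGFBP1 (-0.99, 0.0300) were lower in 3 of 3 sedanolide libraries, and these adjusted p-values are from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. DEPP1, SGK1 and IGFBP1 were chosen after their values were seen. One hypothesis is that lower FOXO activity may contribute to their decrease. A list of 16 other FOXO targets, chosen after seeing the data, had 13 genes tested, 9 of them lower, with a median log2 fold change of -0.3166 (adjusted p = 0.0128 from camera and 0.0169 from fry of limma, over both lists). With the side as a term the median was -0.22 (adjusted p = 0.0447 from camera of limma). A list of 10 other glucocorticoid receptor targets had 8 genes tested and a median of 0.0544 (adjusted p = 0.770 from camera of limma), with members in both directions, which decides nothing about that receptor. The list was found and tested on the same libraries, so that the FOXO hypothesis stays open, and other regulators of these genes were not tested.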
